# Regulation of peripheral Th/Treg differentiation and suppression of airway inflammation by Nr4a transcription factors

**DOI:** 10.1016/j.isci.2021.102166

**Published:** 2021-02-07

**Authors:** Takashi Sekiya, Shizuko Kagawa, Katsunori Masaki, Koichi Fukunaga, Akihiko Yoshimura, Satoshi Takaki

**Keywords:** Biological Sciences, Immunology, Cell Biology

## Abstract

Helper T (Th) and regulatory T (Treg) cell differentiation programs promote the eradication of pathogens, while minimizing adverse immune reactions. Here, we found that Nr4a family of nuclear receptors supports Treg cell induction and represses Th1 and Th2 cell differentiation from naive CD4^+^ T cells. Nr4a factors are transiently induced in CD4^+^ T cells immediately after antigen stimulation, thereby mediating epigenetic changes. In differentiating Treg cells, Nr4a factors mainly upregulated the early responsive genes in the Treg cell-specifying gene set, either directly or in cooperation with Ets family transcription factors. In contrast, Nr4a factors repressed AP-1 activity by interrupting a positive feedback loop for Batf factor expression, thus suppressing Th2 cell-associated genes. In an allergic airway inflammation model, Nr4a factors suppressed the pathogenesis, mediating oral tolerance. Lastly, pharmacological activation of an engineered Nr4a molecule prevented allergic airway inflammation, indicating that Nr4a factors may be novel therapeutic targets for inflammatory diseases.

## Highlights

• Among “Treg signature genes”, Nr4a factors mainly induce early responsive ones
• Nr4a activate target genes directly or by supporting Ets factors' function
• Nr4a factors repress Th2-driving positive feedback loop for Batf factor expression
• Pharmacological activation of Nr4a factors' activity prevented airway inflammation

## Introduction

The CD4^+^ T cell lineage, comprising immune-activating helper T (Th) cell subsets, including Th1, Th2, Th17, and Tfh, and immune-suppressing regulatory T (Treg) cells, plays pivotal roles in mounting immune responses against diverse types of antigens, while preventing adverse immune responses against self- and commensal-antigens (Zhu et al., 2010). Dysregulated Th/Treg differentiation leads to various immune-associated diseases, including autoimmune diseases, allergies, and cancer.

Th1, Th2, Th17, Tfh, and Treg cell subsets are characterized by their unique expression of transcription factor sets, including T-bet, Gata3, Rorγt, Bcl-6, and Foxp3, respectively. Th and Treg cell differentiation is initiated from naive CD4^+^ T (naive T) cells, immediately after their recognition of antigen and cytokine stimulation, and their differentiation proceeds progressively. Differentiation of each Th and Treg subset culminates in the stabilized expression of their lineage-specifying transcription factors listed above (Kanno et al., 2012). The molecular events that govern the differentiation of Th and Treg cell subsets have been extensively analyzed. Fate decisions for the different Th and Treg subsets are largely dependent on the cytokine milieu surrounding the naive T cells (Zhu et al., 2010). For example, in Treg cell differentiation, TGF-β and IL-2 stimulation are indispensable as they activate the transcription factors Smads and Stat5, respectively (Chen et al., 2003; Takimoto et al., 2010; Zorn et al., 2006). Smads and Stat5 positively regulate the expression of *Foxp3* by acting on promoter or intronic enhancers present in the *Foxp3* locus (Burchill et al., 2007; Feng et al., 2014; Tone et al., 2008). In contrast to cytokine signaling, T cell receptor (TCR) signaling is commonly required for the differentiation of Th and Treg subsets; thus, TCR signaling is less well characterized as a skewing factor. Furthermore, in contrast to the crucial role of TCR signaling in Treg cell development in the thymus, its role in the specification of peripheral Treg (pTreg) cells is still unclear. However, accumulating evidence has shown that the strength and duration of TCR signaling affect the fate of naive T cells (Nakayama and Yamashita, 2010). It has been reported that weak avidity of TCR stimulation favors Th2 cell differentiation (Constant et al., 1995; Hosken et al., 1995).

Among the TCR signal-responsive transcription factors, the Nr4a family of nuclear orphan receptors has been shown to be highly dependent upon TCR stimulation (Ashouri and Weiss, 2017; Cheng et al., 1997; Moran et al., 2011; Sekiya et al., 2011). All members of the Nr4a family, viz., Nr4a1, Nr4a2, and Nr4a3, are rapidly induced by TCR stimulation. In previous reports, we have shown that Nr4a factors are able to induce Foxp3, thereby playing a crucial role in Treg cell development in the thymus (Sekiya et al., 2011, 2013, 2018). Further, mice that lacked all Nr4a family members died soon after birth due to severe autoimmunity. We also revealed that Nr4a factors are expressed at high levels in mature Treg cells, thereby maintaining the lineage stability of Treg cells (Sekiya et al., 2015). In addition, we and other groups have recently reported that Nr4a factors promote the exhaustion of T cells (Chen et al., 2019; Liu et al., 2019). Regarding the roles of Nr4a factors in peripheral CD4^+^ T cell differentiation, it was reported that Nr4a2-deficient naive T cells show attenuated Treg cell differentiation (Sekiya et al., 2011) and that Nr4a1-deficient naive T cells show accelerated production of IFN-γ upon activation (Liu et al., 2019). However, a comprehensive understanding of the roles of Nr4a factors in the peripheral differentiation of Th and Treg subsets from naive T cells is still lacking.

In this study, we investigated the roles of Nr4a factors in Th and Treg cell differentiation from naive T cells. Nr4a factors were found to promote Treg cell differentiation and repress Th1 and Th2 differentiation. During Treg cell differentiation, all Nr4a factors were transiently induced in naive T cells immediately after TCR stimulation, whereby they mediated epigenetic changes directly or by cooperating with other transcription factors. With the ability to promote Treg differentiation and repress Th2 differentiation, Nr4a factors suppressed allergic airway inflammation, mediating oral tolerance. We further showed that pharmacological activation of an engineered Nr4a molecule prevented the pathogenesis of allergic airway inflammation, thus, supporting the proposal that Nr4a factors can be therapeutic targets for inflammatory diseases.

## Results

### Nr4a factors regulate peripheral Th/Treg cell differentiation

In Nr4a1a2a3 triple knockout (Nr4a-TKO) mice, almost all CD4^+^ T cells show an activated phenotype, preventing the isolation of Nr4a-TKO naive T cells. Thus, to isolate Nr4a-TKO naive T cells, we constructed mixed bone marrow chimeras that were transferred Ly5.1^+^ wild-type (WT) and Ly5.2^+^ Nr4a-TKO cells (Figure S1A). In this environment, Treg cells develop from the WT counterpart and repress the activation of Nr4a-TKO cells, enabling the isolation of Nr4a-TKO naive T cells. WT naive T cells were also isolated from bone marrow chimeras (Figure S1B).

First, we compared the differentiation of WT and Nr4a-TKO naive T cells under conditions skewing to each Th and induced Treg (iTreg) cell subset *in vitro*. As shown in Figures 1A and 1B, Nr4a-TKO naive T cells showed accelerated differentiation to Th1 and Th2 cells, while showing attenuated differentiation to iTreg cells, particularly at lower concentrations of TGF-β1. Th17 differentiation was not affected in Nr4a-TKO cells. Further, the Nr4a-TKO cells were not skewed to Th1 or Th2 cells at the naive T cell stage, as we did not observe IFN-γ and IL-4 expression under Th0 conditions (Figure S2A). We also evaluated the differentiation of Nr4a-TKO naive T cells on a fixed TCR repertoire (the OT-II transgenic TCR) obtained by crossing Nr4a-TKO mice with Rag2^-/-^ OT-II TCR-Tg mice (hereafter referred to as “Nr4a-TKO-OT-II-Rag2^-/-^ mice”) (Figure S2B). Since a cognate antigen for OT-II TCRs, i.e., ovalbumin (OVA), is not present in mice, all CD4^+^ T cells are maintained in a naïve state even in Nr4a-TKO-OT-II-Rag2^-/-^ mice. By comparing the differentiation of WT and Nr4a-TKO OT-II naive T cells *in vitro*, we observed accelerated differentiation of Th1 and Th2 cells again, along with an attenuated iTreg cell differentiation of Nr4a-TKO cells (Figure S2B).

**Figure 1:**
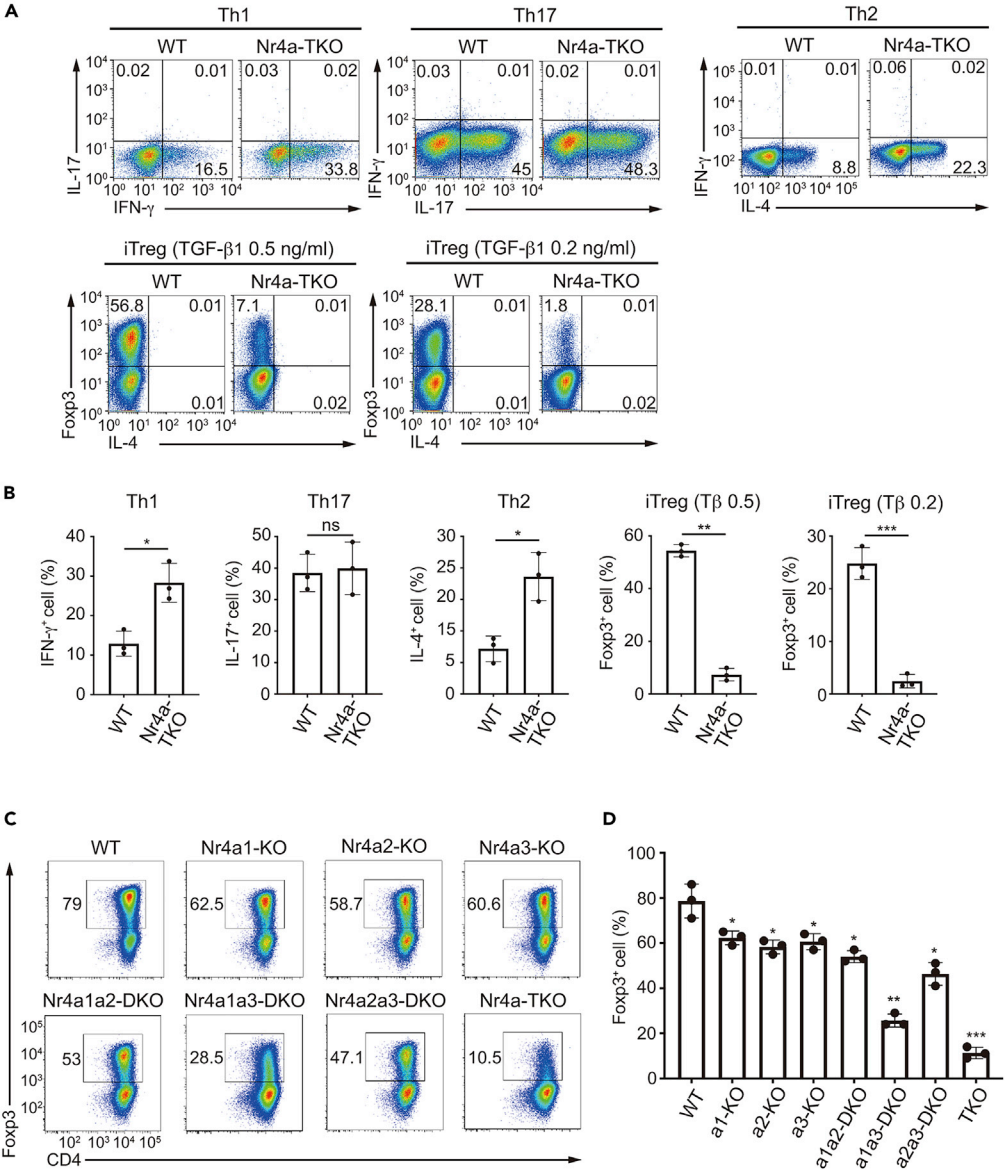
Nr4a factors are important for the induction of iTreg cells and the repression of Th1 and Th2 cell differentiation from naive T cells *in vitro* (A) Flow cytometry profiles of wild-type (WT) and Nr4a triple knockout (TKO) naive T cells cultured under the indicated conditions. Cells cultured under Th1, Th2, and Th17 conditions were analyzed 5 hr after restimulation with PMA + ionomycin. (B) Quantification of the result in (A). (C) Flow cytometry profiles of WT and Nr4a-single knockout, double knockout, and TKO naive T cells cultured under induced Treg (iTreg) cell-skewing conditions (with 0.5 ng/mL TGF-β1). (D) Quantification of the result in (C). Black dots represent individual values. Vertical bars and the error bars indicate mean and SD, respectively (B and D). Data are representative of 3 independent experiments with n = 3 (A)-(D). ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.005. Unpaired Student's *t*-test (B), one-way ANOVA with Bonferroni test (D). In (D), p values on each bar represent the ones in comparison to WT control. See also Figure S2.

Subsequently, we analyzed the functional redundancy among the Nr4a family members in iTreg cell differentiation (Figures 1C and 1D). The single knockout, Nr4a1a2 double knockout (DKO), and Nr4a2a3-DKO naive T cells showed only slightly attenuated differentiation to iTreg cells. In contrast, the Nr4a1a3-DKO naive T cells showed attenuated iTreg cell differentiation, and Nr4a-TKO naive T cells exhibited further attenuated differentiation. These results show that Nr4a family members redundantly play important roles in iTreg cell differentiation. For all subsequent experiments, we compared Nr4a-TKO cells with WT cells, without analyzing cells individually deficient for Nr4a1, Nr4a2, and Nr4a3, and their DKOs.

Next, we investigated the differentiation of Nr4a-TKO naive T cells *in vivo*. We adoptively transferred polyclonal Nr4a-TKO naive T cells into TCRβ^-/-^ mice, which lack αβT cells, but have B cells. Analysis of CD4^+^ T cells isolated from the spleen of the recipient mice 30 days after transfer revealed that Nr4a-TKO naive T cells showed attenuated differentiation to pTreg cells but showed augmented differentiation to Th1 and Th2 cells (Figures 2A and 2B). Serum IgE and IgG1 levels were elevated in mice that received Nr4a-TKO cells, indicating augmented Th2-type immune reactions (Figure 2C). Histopathological examination of lung sections showed airway inflammation and mucus secretion from the airway epithelium (Figure 2D). Recipients of Nr4a-TKO naive T cells also showed accelerated airway hyperresponsiveness to methacholine, indicating the development of allergic asthma symptoms (Figure 2E). It is known that the adoptive transfer of naive T cells into lymphopenic mice, such as the TCRβ^-/-^ mice used in this study, elicits chronic colitis, which is associated with Th1 cell activity (Powrie et al., 1994). Indeed, both WT and Nr4a-TKO naive T cell-recipient TCRβ^-/-^ mice developed colitis (Figure S2D). However, we did not observe exacerbated colitis in the recipients of Nr4a-TKO cells, compared with those of WT cells. Accordingly, the serum level of IgG2b, a Th1-driven Ig isotype, was equivalent between recipients of WT and Nr4a-TKO cells (Figure 2C). Collectively, we observed that Nr4a-TKO naive T cells elicited allergic asthma symptoms with elevated Th2-type immune reactions, in addition to the Th1-driven pathology that are usually observed in the lymphopenic mice that received WT naive T cells. Although it was unexpected that Th1-driven pathology was not exacerbated in recipients of Nr4a-TKO cells despite their enhanced Th1 cell differentiation both *in vitro* and *in vivo*, related phenomenon was observed in other mice models of infection and autoimmune diseases, in which both Th1 and Th2 responses co-exist, whereas Th2 responses dominate functionally (Lenschow et al., 1996; Scott et al., 1994). Th2 responses elicited by Nr4a-TKO naive T cells possibly influenced the effector phase of the Th1 response (Wurtz et al., 2004).

**Figure 2:**
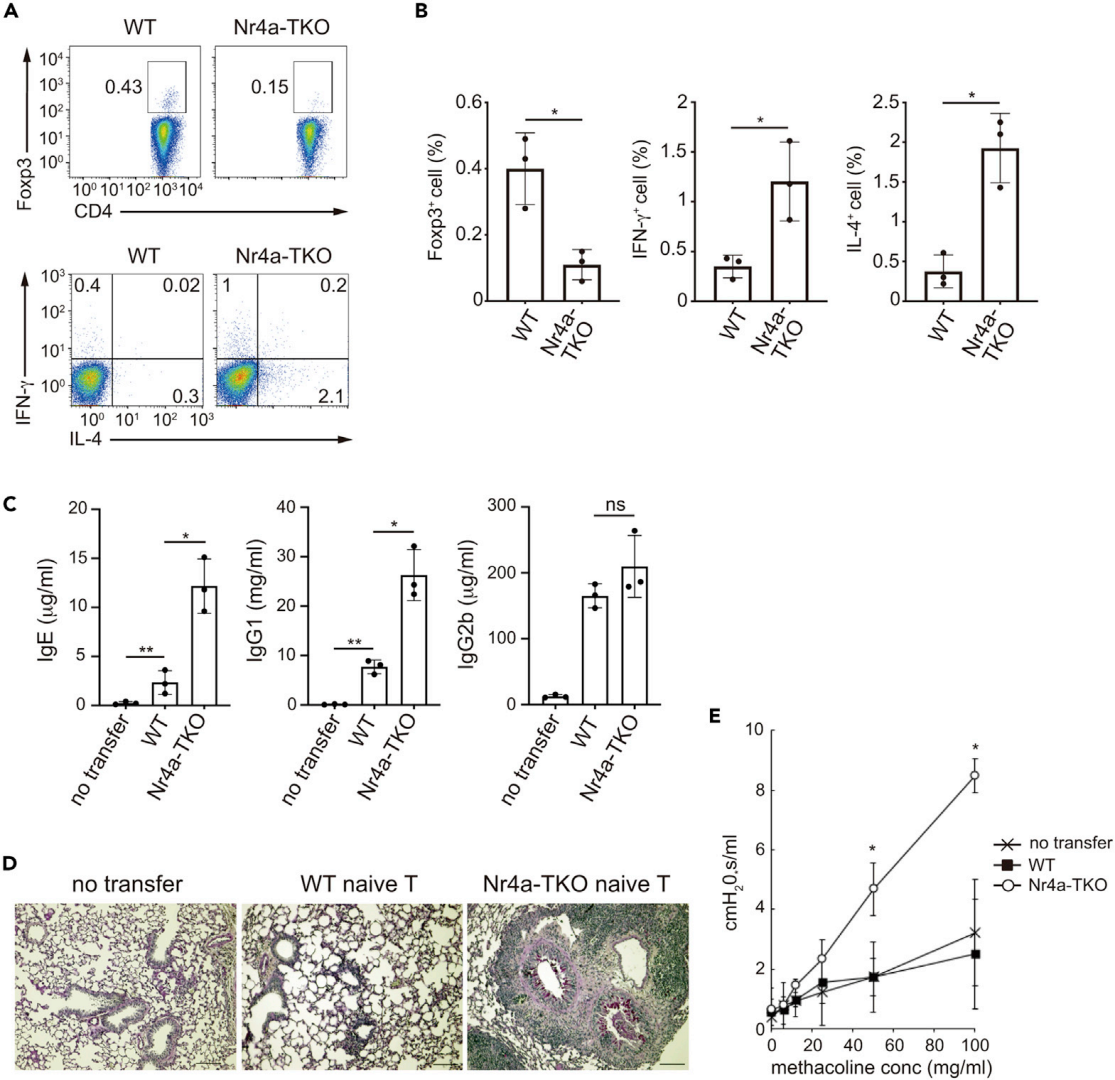
Nr4a factors are important for the induction of pTreg cells and the repression of Th1 and Th2 cell differentiation from naive T cells *in vivo* (A) Flow cytometry profiles of total CD3^+^CD4^+^ cells from spleens of TCRβ^−/-^ recipient mice that received WT and Nr4a-TKO naive T cells. (B) Quantification of the result in (A). Black dots represent individual values. Vertical bars and the error bars indicate mean and SD, respectively. (C) Titers of IgE, IgG1, and IgG2b in sera collected from untreated TCRβ^−/-^ mice and TCRβ^−/-^ mice receiving WT and Nr4a-TKO naive T cells (n = 3 per group). Black dots represent individual values. Vertical bars and the error bars indicate mean and SD, respectively. (D) PAS staining of lung sections from untreated TCRβ^−/-^ mice and TCRβ^−/-^ mice receiving WT and Nr4a-TKO naive T cells. Scale bars, 100 μm. (E) flexiVent system-mediated airway resistance measurement in response to methacholine challenge in untreated TCRβ^−/-^ mice and TCRβ^−/-^ mice receiving wild-type and Nr4a-TKO naive T cells. Each marker and the error bar denote mean and SD, respectively. Data represent three independent experiments, n = 3 per group (A)-(E). ∗p < 0.05; ∗∗p < 0.01. Unpaired Student's *t*-test (B), one-way ANOVA with Bonferroni test (C), two-way ANOVA with Sidak test (E). See also Figure S2.

We further examined the *in vivo* differentiation of Nr4a-TKO naive T cells, on a fixed TCR repertoire (OT-II transgenic TCR). We co-transferred congenic WT (Ly5.1) and Nr4a-TKO (Ly5.2) naive T cells at a 1:1 ratio into Rag2^-/-^ recipients and stimulated the mice under tolerizing conditions by oral administration of OVA (Figure S2C). This protocol is known to induce pTreg cells in the intestine (Mucida et al., 2005). Neither pTreg cells, nor Th1 or Th2 cells differentiated without OVA administration (Figure S2C). Conversely, pTreg cells differentiated from WT cells upon oral administration of OVA (Figure S2C). However, pTreg cell induction was substantially attenuated in Nr4a-TKO cells, while exhibiting accelerated differentiation to Th1 and Th2 cells.

### Nr4a factors transcriptionally regulate iTreg cell differentiation at an early phase

Next, we examined how the Nr4a factors regulate the differentiation of CD4^+^ T cells. Nr4a family members are known as the “immediate early genes” whose expression is induced immediately after TCR stimulation (Cheng et al., 1997). In addition, expression of Nr4a factors in T cells is specifically regulated by TCR signaling, showing little, if any, response to cytokine signaling and Th/Treg skewing conditions (Ashouri and Weiss, 2017; Moran et al., 2011; Sekiya et al., 2011). Western blotting of lysates of CD4^+^ T cells cultured under Th0 or iTreg conditions revealed an equivalent expression pattern for all Nr4a factors between the two conditions (Figure 3A). Protein expression was induced immediately after stimulation, and the induction was transient, peaking at approximately 2-6 h after stimulation. Nr4a3 expression increased again after 24 h. Collectively, our findings suggest that Nr4a factors regulate CD4^+^ T cell differentiation at an early phase. Next, we compared gene expression between WT and Nr4a-TKO iTreg cells at 24 h by microarray analysis. As shown in Figure 3B, 1403 and 1566 genes were upregulated and downregulated, respectively, by more than two-fold in Nr4a-TKO cells. As expected, *Foxp3* was found among the downregulated genes in Nr4a-TKO cells (Figure 3B). In contrast, several cytokine genes associated with allergic inflammation, including *Il4*, *Il5*, *Il9*, *Il13*, and *Il21*, were found to be upregulated in the Nr4a-TKO cells. Gene set enrichment analysis (GSEA) revealed that the difference between WT and Nr4a-TKO iTreg cells was highly correlated with the difference between WT and Foxp3-KO iTreg cells (Figure 3C). This result suggests that one of the most important roles of Nr4a factors in iTreg cell differentiation is to positively regulate Foxp3 expression. Since Foxp3 is known to regulate a large proportion of the Treg cell transcriptional program (Gavin et al., 2007; Lin et al., 2007), we next attempted to distinguish Foxp3-dependent and -independent Nr4a factor-mediated gene regulatory events by comparing gene expression between Nr4a-TKO and Foxp3-KO iTreg cells. Foxp3-KO naive T cells were obtained from mixed bone marrow chimeras that were transferred Ly5.1^+^ WT and Ly5.2^+^ Foxp3-KO cells (Figure S1C). As shown in Figure 3D, expression of allergy-associated cytokine genes, including *Il4*, *Il5*, *Il9*, *Il13*, and *Il21*, was higher in Nr4a-TKO cells, even when compared with Foxp3-KO cells. Collectively, we showed that Nr4a factors transcriptionally regulate iTreg cell differentiation in part, by positively regulating Foxp3 expression, while repressing allergy-associated cytokine genes in a Foxp3-independent manner.

**Figure 3:**
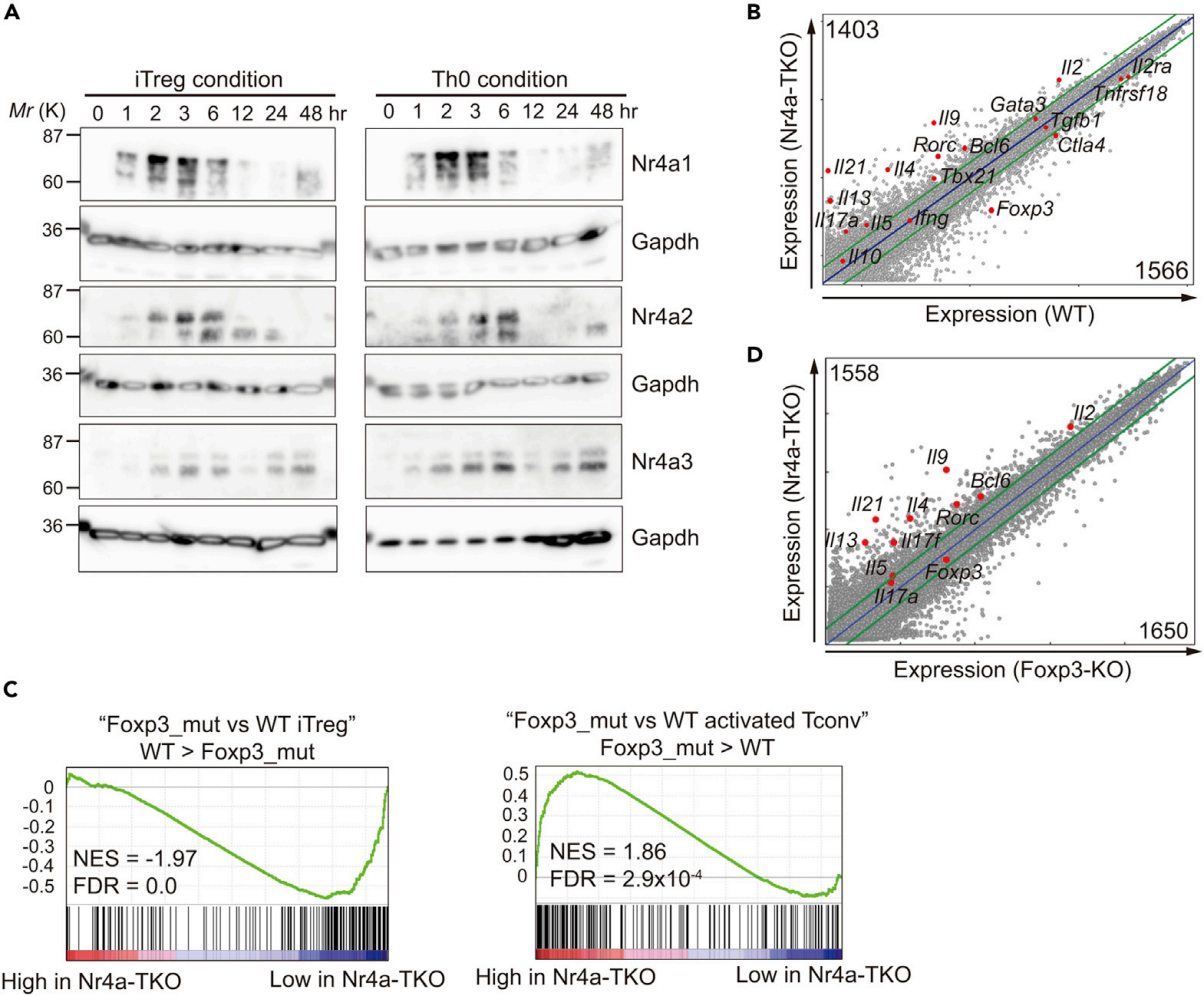
Transcriptional regulation of iTreg cells by Nr4a factors (A) Western blot analysis showing the time course of Nr4a family protein expression under indicated culture conditions. (B) mRNA expression profiles of wild-type (WT, horizontal axis) and Nr4a triple-knockout (TKO, vertical axis) induced Treg (iTreg) cells at 24 hr, analyzed by microarray. Selected Th- and Treg-regulatory genes are highlighted as red dots. A number of genes differentially expressed (|log_2_| > 1) are shown. (C) GSEA enrichment plot for the indicated MSigDB Hallmarks against the microarray data of WT iTreg at 24 hr vs. Nr4a-TKO iTreg at 24 hr. NES, normalized enrichment score; FDR, false discovery rate. (D) Expression profiles of Foxp3-knockout (KO, horizontal axis) and Nr4a-TKO (vertical axis) iTreg cells at 24 hr, analyzed by microarray. Selected Th- and Treg-regulatory genes are highlighted as red dots. A number of genes differentially expressed (|log_2_| > 1) are shown.

### Nr4a factors activate target chromatin sites directly or by promoting the activity of Ets factors

We investigated how Nr4a factors epigenetically regulate CD4^+^ T cell differentiation. We first performed an assay for transposase-accessible chromatin (ATAC)-seq, on WT and Nr4a-TKO naive T and iTreg cells. iTreg cells were examined at 3 h, the time when the protein expression of Nr4a factors peaks, and at 24 h, the time when the expression of Nr4a factors ceases. As shown in Figure 4A, during differentiation from naive T to iTreg cells at 3 h, the number of genomic regions more accessible in Nr4a-TKO cells than in WT cells (termed “Nr4a-TKO-specific peaks”) increased slightly. In contrast, the number of genomic regions more accessible in WT cells than in Nr4a-TKO cells (termed “WT-specific peaks”) increased substantially (Figure 4A). We found enrichment of binding motifs for Nr4a factors and Ets family transcription factors among the WT-specific peaks in iTreg cells at 3 h (Figure 4B). Collectively, considering that expression of Nr4a factors peaks around 3 h, it was suggested that one of the roles of Nr4a factors in Treg cell differentiation is to activate target chromatin sites, either directly or by supporting the function of Ets factors.

**Figure 4:**
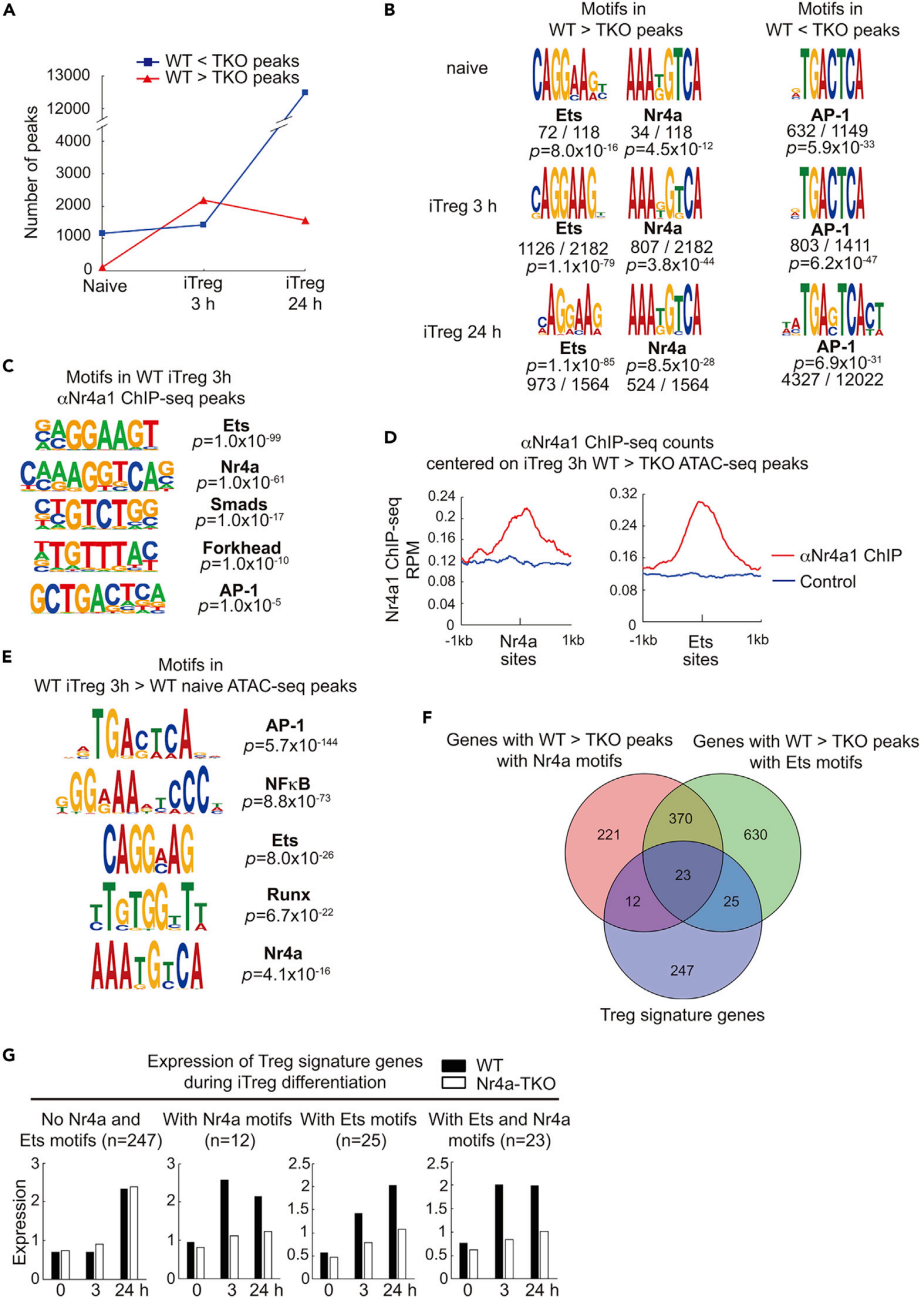
Chromatin regulation of iTreg cell differentiation by Nr4a factors (A) Number of differentially accessible ATAC-seq peaks between wild-type (WT) naive T and Nr4a triple-knockout (TKO) naive T, between WT iTreg at 3 hr and Nr4a-TKO iTreg at 3 hr, and between WT iTreg at 24 hr and Nr4a-TKO iTreg at 24 hr. (B) Motifs enriched in differentially accessible ATAC-seq peaks between WT naive T and Nr4a-TKO naive T, between WT iTreg at 3 hr and Nr4a-TKO iTreg at 3 hr, and between WT iTreg at 24 hr and Nr4a-TKO iTreg at 24 hr. Total number of differentially accessible peaks in each comparison and the number of peaks that contain the indicated motifs are shown with p values. (C) Motifs enriched in chromatin samples immunoprecipitated with anti-Nr4a1. (D) Normalized counts of anti-Nr4a1 and control (pre-immune sera) ChIP-seq reads, centered on Nr4a and Ets binding motifs in ATAC-seq peaks that were more accessible in WT iTreg at 3 hr than in Nr4a-TKO iTreg at 3 hr. (E) Motifs enriched in differentially accessible ATAC-seq peaks between WT naive T and WT iTreg at 3 hr. (F) Venn diagram of Treg signature genes and genes annotated from Nr4a or Ets motif-containing ATAC-seq peaks that were more accessible in WT iTreg at 3 hr than in Nr4a-TKO iTreg at 3 hr. (G) Microarray analysis of mRNA expression of Treg signature genes that were classified as shown in (F). Expression levels in WT (black bars) and Nr4a-TKO (white bars) naive T, iTreg at 3 hr, and iTreg at 24 hr. See also Figures S3 and S4.

To further investigate the molecular mechanisms by which Nr4a factors activate target chromatin sites in the early phase of iTreg cell differentiation, we performed ChIP-seq assays on WT iTreg cells at 3 h, utilizing antisera developed against Nr4a1. In agreement with the results of the ATAC-seq, the Ets and Nr4a binding motifs were the first and second most significantly enriched sequences, respectively (Figure 4C). In addition, we also detected motifs for Smads and Forkhead factors, implying possible interactions between these transcription factors and Nr4a. Integrative analysis of ChIP-seq and ATAC-seq revealed an enrichment of Nr4a1 ChIP-seq reads around the Nr4a binding motifs found in the WT-specific ATAC-seq peaks, as expected (Figure 4D, left). Importantly, we also detected an enrichment of anti-Nr4a1 ChIP-seq reads around the Ets binding motifs found in the WT-specific ATAC-seq peaks (Figure 4D, right). The latter result shows that Nr4a factors are recruited to the target sites of Ets factors, thereby supporting chromatin activation. Thus, we next investigated whether Nr4a factors physically interact with the Ets factors. Among the various Ets family members, we analyzed Ets-1, Ets-2, Fli-1, and Pu.1, as these factors have been shown to bind the AGGAAG sequence found in the WT-specific ATAC-seq peaks and are also known to be expressed in CD4^+^ T cells. In this experiment, Flag-tagged Nr4a factors and T7-tagged Ets factors were ectopically co-expressed in 293T cells, and the lysates were immunoprecipitated with anti-T7 antibodies. A known interaction between Nr4a2 and Runx1 was examined as an experimental control (Sekiya et al., 2011). As shown in Figure S3, we observed the binding of Nr4a2 to Fli-1 and Pu.1, and detected a weak interaction between Nr4a3 and Fli-1. However, none of the examined Ets factors show an interaction with Nr4a1.

The Nr4a binding motif was among the five motifs significantly enriched in chromatin regions that are more accessible in WT iTreg cells at 3 h than in WT naive T, confirming the importance of Nr4a factors in the early phase of iTreg cell differentiation (Figure 4E). Next, we classified the “Treg signature genes” (Hill et al., 2007), a set of genes specifically expressed in Treg cells, according to the presence of WT-specific ATAC-seq peaks with Nr4a or Ets binding motifs. Among the 307 Treg signature genes, 12, 25, and 23 genes were found to have WT-specific ATAC-seq peaks with Nr4a motifs, Ets motifs, and both, respectively (Figures 4F and S4). We then analyzed the expression of genes in each group during iTreg cell differentiation by microarray analysis. 

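Naive CD4+ T cells from bone marrow chimeras and the iTreg cells cultured from them were measured on single-colour Agilent arrays, with 1 array for each of WT naive T, Nr4a-TKO naive T, WT iTreg at 3 h and Nr4a-TKO iTreg at 3 h. The 4 arrays were on 1 slide and were read in 1 scan. No condition had a replicate, so differences between arrays are given as values without a test, and the number of arrays limits their precision. The authors deposited the scanner's intensity of every spot. These intensities were background-corrected, quantile-normalized across the 4 arrays and put on the log2 scale, following the steps of RMA. Each array held 62976 spots, of which 59305 were not controls and belonged to 56605 probes. The probes well above local background made up 65.0% on the array of WT naive T, 65.6% on that of Nr4a-TKO naive T, 65.2% on that of WT iTreg at 3 h and 67.7% on that of Nr4a-TKO iTreg at 3 h. No spot was saturated. A gene took the value of its probe with the highest mean over the 4 arrays. Some probes were not well above background on 1 of the 2 arrays compared. A value there under the lowest value of any probe well above background on that array was raised to it. A value over that limit was kept. The difference is called a lower bound in both cases, and where the value was kept it is one only approximately. Probes printed on at least 5 spots had a median SD between 0.11 and 0.13 on the log2 scale within an array. From repeated spots alone, a log2 difference between 2 arrays would have an SD of 0.18. This spread leaves out differences in labelling and hybridization between arrays and the variation between mice. Genotype differences read from 2 probes of the same gene disagreed with an SD of 0.42 in naive T and 0.38 at 3 h.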

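The probes of the targeted genes were read first as a check of the genotype labels, with coordinates on mm9. All 6 were well above background on the 4 arrays. Nr4a1 had 1 probe, on chromosome 15 from 101105071 to 101105130. Its log2 signal was 7.04 on the array labelled WT naive T and 8.38 on that labelled Nr4a-TKO naive T, and at 3 h it was 11.33 on the array labelled WT and 11.81 on that labelled Nr4a-TKO. Nr4a2 had 2 probes, on chromosome 2 from 56960000 to 56960059 and from 56960699 to 56960758. At 3 h they were higher on the array labelled Nr4a-TKO by log2 differences of 1.38 and 1.37. The 3 probes of Nr4a3 on chromosome 4 differed from each other at 3 h. The probe from 48080690 to 48083876 was 3.61-fold higher on the array labelled WT, with 9.33 against 7.47, and the probe from 48064521 to 48064580 was 2.76-fold higher there, with 8.88 against 7.42. The probe from 48062977 to 48063036 gave 9.44 on the array labelled WT and 9.63 on that labelled Nr4a-TKO. At 3 h Nr4a1 and Nr4a2 therefore went against the genotype labels and 2 of the 3 Nr4a3 probes went with them, under each of the 4 other normalizations as well. The arrays are named by their labels, and every direction between the genotypes rests on those labels. Which parts of each transcript the targeted alleles lack was not analysed here.

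**Figure D1:**
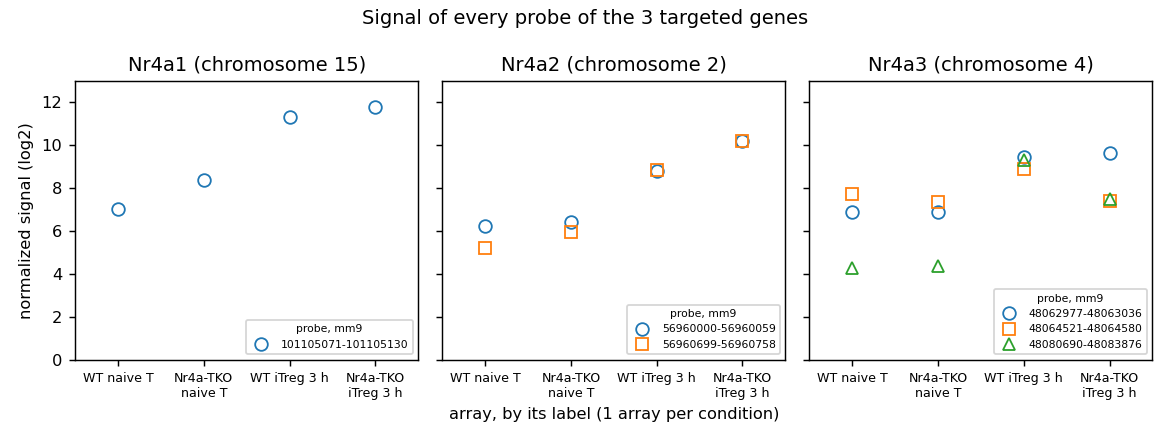
Normalized log2 signal of the 6 probes of Nr4a1, Nr4a2 and Nr4a3 on each of the 4 arrays, with 1 array per condition and 1 symbol per probe. At 3 h the Nr4a1 and Nr4a2 symbols sit higher on the array labelled Nr4a-TKO, and 2 of the 3 Nr4a3 symbols sit lower on it.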

We found that the expression of genes without such motifs did not increase at 3h but increased at 24 h during iTreg cell differentiation (Figure 4G, “No Nr4a and Ets motifs”). These genes were induced in Nr4a-TKO cells as well (Figure 4G, white bars). In contrast, genes with Nr4a or Ets motif-containing WT-specific ATAC-seq peaks were induced even at 3h. 

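The genes of each class were taken from Fig. S4, and their changes are described without a test. On the arrays labelled WT, the median log2 change from naive T to iTreg at 3 h was 1.28 over the 12 genes with Nr4a motifs, 0.48 over the 24 measured genes with Ets motifs and 0.38 over the 21 measured genes with both. The corresponding mean log2 changes were 1.22, 0.75 and 1.16. More than 2-fold increases occurred in 6 genes with Nr4a motifs, 11 with Ets motifs and 9 with both, and more than 2-fold decreases in 1, 2 and 4. Over all 23224 genes tested, 1950 were more than 2-fold higher and 1985 more than 2-fold lower at 3 h. Among the genes with Nr4a motifs, the change ranged from -2.20 for Ift80 to 3.37 for Slamf1 (probe on chromosome 1 of mm9, from 173718133 to 173722451). The largest increase among those with Ets motifs was 3.99 for Tnfrsf9 (chromosome 4, from 150320145 to 150320204), and among those with both it was 6.35 for Irf4 (chromosome 13, from 30856460 to 30856519). Osbpl3 had the lowest change of the genes with both motifs, -2.39 as a bound, but its other probe changed by 0.46, and that probe represents the gene after scaling to the 75th percentile, with 0.40. Of the alternatives tried, the deposited values moved the median of the genes with Nr4a motifs most, to 2.20.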

Genes in these groups were not induced in Nr4a-TKO cells, indicating their dependence on Nr4a factors. Collectively, these results show that Nr4a factors induce early responsive genes in the Treg cell-specific gene set, either directly or by supporting the function of Ets factors.

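On the arrays labelled Nr4a-TKO, the median log2 change was 0.97 over 11 genes with Nr4a motifs, 0.26 over 23 with Ets motifs and 0.92 over 20 with both. Both changes were measured for 54 of the genes. Of these, 31 rose less on the arrays labelled Nr4a-TKO than on those labelled WT, and the median of the paired differences was -0.22. It moved most without a filter on dim probes, to -0.05. By class, the median paired difference was -0.41 with Nr4a motifs (7 of 11 genes below 0), -0.09 with Ets motifs (14 of 23) and -0.20 with both (10 of 20). The last changed sign to 0.04 with a normexp offset of 50 and to 0.12 without the filter. For the genes with Nr4a motifs, the sign changed to 0.24 when the mean of each gene's level relative to its own median was used, a summary chosen after the values were seen. Of the 26 genes that rose more than 2-fold on the arrays labelled WT, 19 also did so on those labelled Nr4a-TKO and 6 did not. The remaining gene, 1110032F04Rik, was not well above background on either array labelled Nr4a-TKO. Klf9 (chromosome 19 of mm9, from 23242324 to 23242383) changed by at least 2.35 in WT and by -0.03 in Nr4a-TKO. The changes in WT and Nr4a-TKO were 2.53 and 0.67 for Zfp52, 2.51 and 0.99 for Adamts6, 1.64 and 0.17 for Samsn1, 1.61 and 0.63 for Ergic1, and 1.01 and -0.18 for Gpr174. With the offset of 50, the WT increases of Klf9, Ergic1 and Gpr174 were under 2-fold, at 0.79, 0.84 and 0.70. Other probes of these genes did not all read alike on the arrays labelled Nr4a-TKO. Those of Klf9 and Zfp52 rose at least 2.42-fold and at least 2.80-fold, those of Adamts6 rose 2.19-fold and 1.35-fold, and those of Samsn1 changed by -0.91 and -0.46. On the arrays labelled WT, the same Samsn1 probes changed by 1.64 and 0.01, and the other Gpr174 probe by 0.46. The other probes of Klf9, Zfp52 and Adamts6 rose more than 2-fold there. At 3 h, 38 of 56 measured genes were lower on the array labelled Nr4a-TKO. More than 2-fold lower were 12, or 21.4% against 1.93% of all genes, and more than 2-fold higher were 2. On the naive T array labelled Nr4a-TKO, 7 of 54 measured genes were more than 2-fold lower and 3 higher. Of all 23112 genes tested there, 389 were more than 2-fold lower and 443 higher.

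**Figure D2:**
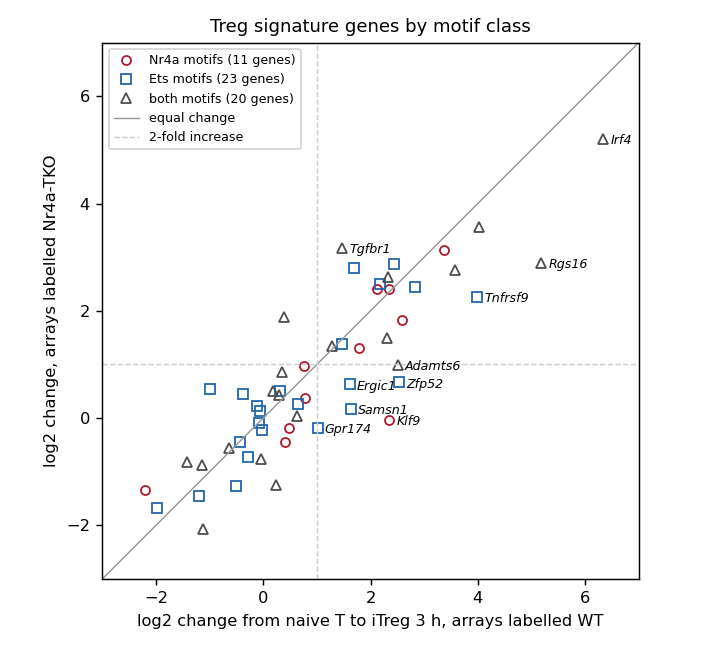
Log2 change from naive T to iTreg at 3 h of the 54 Treg signature genes measured in both genotypes, on the arrays labelled WT (horizontal) and Nr4a-TKO (vertical), with 1 symbol per gene and its shape and colour giving the motif class. Dashed lines mark a 2-fold increase, and 31 of the 54 genes lie below the line of equal change.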

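Over all genes, the response to iTreg culture on the arrays labelled Nr4a-TKO was close in size to that on the arrays labelled WT. There 1845 genes were more than 2-fold higher and 1892 more than 2-fold lower at 3 h, of 23713 tested. Over the 19799 genes well above background on the 4 arrays, the first principal axis of the WT and Nr4a-TKO changes had a slope of 0.933. This slope, Nr4a-TKO over WT, treats both changes alike and is not that of a regression line. The correlation of these changes across genes was 0.848, where genes are not independent replicates. The median log2 change of a list of activation genes that shares no gene with Fig. S4 was 2.19 in WT over 14 genes and 1.57 in Nr4a-TKO over 15. Paired by gene, the change on the arrays labelled Nr4a-TKO was 0.07 above that on the arrays labelled WT at the median, at percentile 78.1 of 10000 random lists of the same size and expression. Between the genotypes at 3 h, 409 genes were more than 2-fold higher and 453 more than 2-fold lower on the array labelled Nr4a-TKO, of 23498 tested. An offset of 50 moved these counts by the largest ratio, to 75 and 102, and a 1.5-fold threshold by the largest number of genes, to 1238 and 1209. Of the motif genes more than 2-fold lower at 3 h on that array, 3 were already more than 2-fold lower on the naive T array labelled Nr4a-TKO. The paper concludes that the early expression of the genes with Nr4a or Ets motifs depends on Nr4a factors. It draws this from their induction at 3 h in WT and the loss of this induction that it reports in Nr4a-TKO cells. For action directly or through support of Ets factors, it also draws on motifs in ATAC-seq peaks and on Nr4a1 ChIP-seq reads. Binding between Nr4a and Ets factors was examined there by co-immunoprecipitation. None of these other data were used here.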

### Nr4a factors interrupt a positive feedback loop for Batf3 expression to repress Th2 genes

In contrast to the changes that occurred during the first 3 h of iTreg cell differentiation, analysis of changes that occurred between 3 to 24 h of differentiation revealed that the number of Nr4a-TKO-specific ATAC-seq peaks substantially increased, whereas the number of WT-specific peaks decreased slightly (Figure 4A). Furthermore, we found an enrichment of binding motifs for AP-1 family transcription factors among these Nr4a-TKO-specific peaks (Figure 4B). Considering the decrease in expression of Nr4a factors from 3 to 24 h during iTreg cell differentiation, it may be inferred that Nr4a factors play a role at around 3 h, which represses the later increase in AP-1 activity. Thus, we next investigated the Nr4a factor-mediated gene repression events during iTreg cell differentiation, by focusing on the regulation of AP-1 factors. Although the AP-1 motif was found to be enriched in the Nr4a1 ChIP-seq peaks, its significance was far less than that of the Ets and Nr4a factors (Figure 4C). Subsequently, we analyzed the Nr4a1 ChIP-seq reads around the AP-1 motifs in the Nr4a-TKO-specific ATAC-seq peaks of iTreg cells at 3 h and 24 h (Figure 5A). It was found that AP-1 motifs in Nr4a-TKO-specific ATAC-seq peaks of iTreg cells at 3h were more extensively bound by Nr4a1 than those of iTreg cells at 24 h. This result suggests that Nr4a factors directly repress some key AP-1-mediated events at approximately 3 h, which prevents the increase in AP-1 activity later. Comparison of the mRNA expression of AP-1-associated molecules between WT and Nr4a-TKO iTreg cells at 24 h revealed remarkable upregulation of all Batf family members, viz., *Batf*, *Batf2*, and *Batf3*, in Nr4a-TKO cells (Figure 5B). This result led us to focus on a previous study that implicated a positive feedback loop for Batf factor expression, showing that Batf factors bind to regulatory regions of *Batf* and *Batf3* genes, and positively regulate their own expression (Kuwahara et al., 2016). We analyzed chromatin accessibility and Nr4a1 binding at the *Batf3* locus (Figure 5C). Among the three regions that are bound by Batf factors, we found accelerated accessibility at the #3 locus in Nr4a-TKO iTreg cells. This region also showed an enrichment of anti-Nr4a1 ChIP fragments. We then analyzed the effects of Nr4a factors on Batf3 expression by luciferase reporter assay, utilizing a reporter construct containing the *Batf3* promoter and the #3 locus (Figure 5D). Transduction of this reporter construct into Jurkat T cells, along with expression plasmids for Batf, JunB, Irf4, and Nr4a factors, revealed that all Nr4a factors suppressed the Batf/JunB/Irf4-mediated activation of reporter expression. We next compared *Batf3* expression between WT and Nr4a-TKO cells during iTreg differentiation. As shown in Figure 5E, *Batf3* expression was immediately downregulated upon activation, but recovered at 3 h, in both WT and Nr4a-TKO cells. However, although the expression was downregulated in WT cells thereafter, it was gradually upregulated in the Nr4a-TKO cells (Figure 5E). Summarizing the above results, we propose the following mechanism: Nr4a factors interrupt a positive feedback loop for Batf factor expression at an early stage of iTreg cell differentiation. Finally, we analyzed the effect of the aberrant increase in AP-1 activity on Nr4a-TKO iTreg cell differentiation using GSEA. First, we generated a set of genes that showed Nr4a-TKO-specific ATAC-seq peaks with AP-1 motifs. Analyzing the correlations of this gene set with genes that are differentially expressed between Th2 and iTreg cells (Wei et al., 2009), we found that the gene set was significantly enriched among genes that were highly expressed in Th2 cells (Figure 5F). This result shows that aberrant AP-1 activity in Nr4a-TKO iTreg cells drove a Th2 cell transcriptional program.

**Figure 5:**
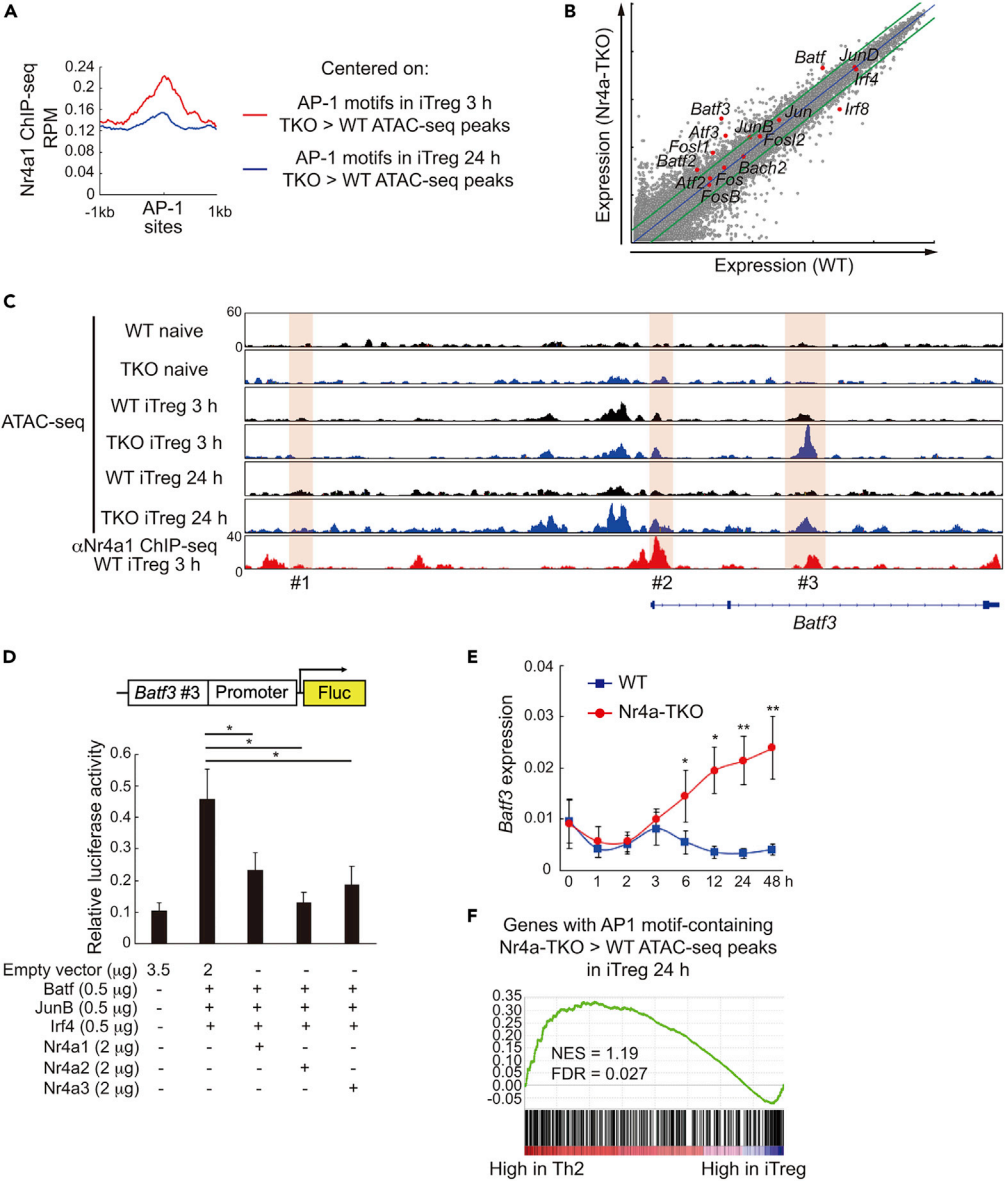
Nr4a factors interrupt positive feedback amplification of *Batf3* (A) Normalized anti-Nr4a1 ChIP-seq reads, centered on AP-1 binding motifs in ATAC-seq peaks that were more accessible in Nr4a triple knockout (TKO) iTreg cells than in WT induced Treg (iTreg) cells at 3 hr (red) and 24 hr (blue). (B) mRNA expression profiles of WT (horizontal axis) and Nr4a-TKO (vertical axis) iTreg at 24 hr, analyzed by microarray. Selected AP-1-associated genes are highlighted as red dots. (C) Genome browser view of ATAC-seq and anti-Nr4a1 ChIP-seq profile maps at *Batf3* locus. Highlights indicate the three target sites that were suggested to mediate the positive feedback amplification of *Batf3* by Batf factors. Vertical scales are noted. (D) Top: A schematic of luciferase reporter construct (Batf3-Luc), which incorporates the *Batf3* #3 region and the *Batf3* promoter. Bottom: Luciferase reporter activities of Batf3-Luc in Jurkat cells transfected with plasmids encoding AP-1 factors (Batf, JunB, Irf4, 0.5 μg each) and Nr4a factors (Nr4a1, Nr4a2, and Nr4a3, 2 μg each). Total amounts of plasmids were adjusted with an empty plasmid. Relative luciferase values normalized to Renilla luciferase activity from co-transfected pRL-tk are shown. (E) Time course of mRNA levels of *Batf3* in wild-type and Nr4a-TKO naive T cells cultured under iTreg conditions. Results are presented relative to expression of the control gene *Hprt*. (F) GSEA of *in vitro* differentiated Th2 cells and iTreg cells (Wei et al., 2009). Gene set used: genes with AP-1 motif-containing ATAC-seq peaks that were more accessible in Nr4a-TKO iTreg at 24 hr than in the WT iTreg at 24 hr. Data represent mean ± SD of two (E) and three (D) independent experiments, performed in triplicate. ∗p < 0.05; ∗∗p < 0.01 (One-way ANOVA with Bonferroni test (D), two-way ANOVA with Sidak test (E)).

### Nr4a factors suppress airway inflammation and mediate oral tolerance

The studies described above revealed that Nr4a factors play important roles in inducing Treg cells while repressing Th2 cell differentiation. Thus, we subsequently assessed the impact of Nr4a factors on allergic airway inflammation pathogenesis. In this study, we also investigated the role of Nr4a factors in the induction of oral tolerance. This experiment was modified from the one performed by Curotto de Lafaille et al. (Curotto de Lafaille et al., 2008). In this study, mice were transferred with WT or Nr4a-TKO OT-II naive T cells, and then immunized twice with OVA combined with alum as an adjuvant (Figure 6A). One week after the second OVA/alum immunization, mice were nasally challenged with OVA. Some mice received OVA orally for 1 week, until 2 days before the first OVA/alum immunization. As shown in Figures 6B and 6C, both WT and Nr4a-TKO cells differentiated into Th1 and Th2 cells following OVA/alum immunization, with slightly accelerated differentiation from Nr4a-TKO cells. Recipients of WT and Nr4a-TKO cells both exhibited elevated bronchoalveolar lavage (BAL) eosinophil number and OVA-specific IgE levels by OVA/alum immunization, whereas recipients of Nr4a-TKO cells showed higher levels of OVA-specific IgE (Figure 6D). Importantly, WT cells, but not Nr4a-TKO cells, differentiated into pTreg cells upon oral OVA administration, with a concomitant reduction in Th1 and Th2 cell differentiation (Figures 6B and 6C). Furthermore, in recipients of WT cells, but not Nr4a-TKO cells, both BAL eosinophil number and OVA-specific IgE levels were reduced following oral OVA administration (Figure 6D). Collectively, Nr4a factors showed the ability to suppress allergic airway inflammation and to promote oral tolerance by stimulating pTreg cell differentiation.

**Figure 6:**
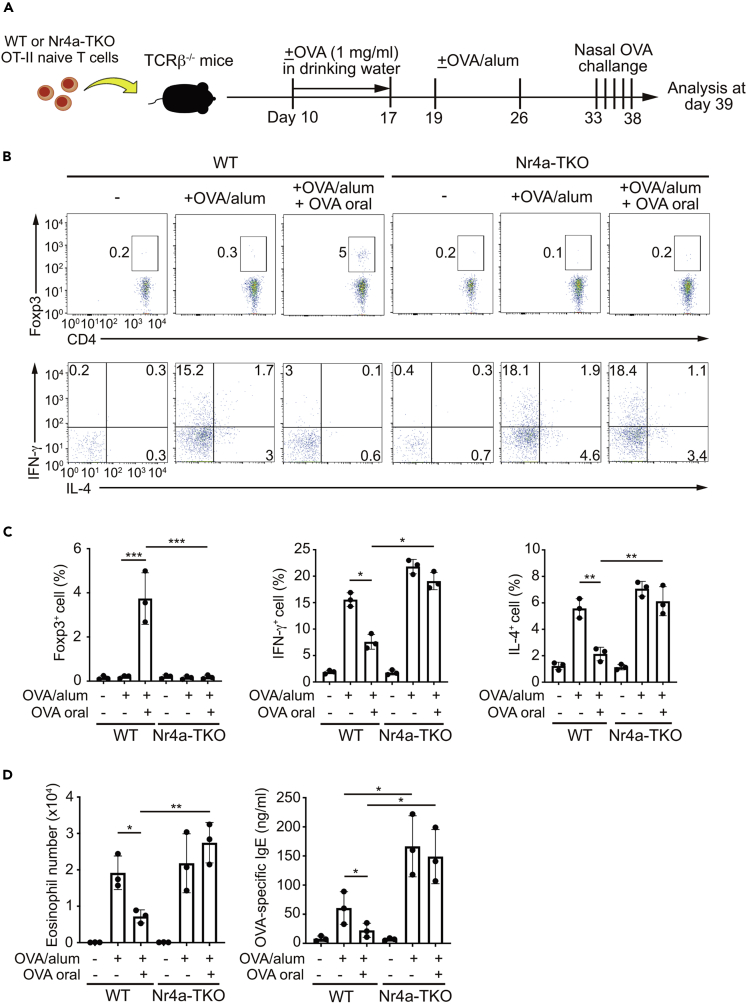
Roles of Nr4a factors in allergic airway inflammation pathogenesis and induction of oral tolerance (A) A schematic of the experiment performed. (B) Flow cytometry profiles of total CD3^+^CD4^+^ cells from spleens of TCRβ^−/-^ mice that received wild-type (WT) or Nr4a triple-knockout (TKO) OT-II naive T cells, as indicated. (C) Quantification of the results in (B). (D) Eosinophil number and titers of OVA-specific IgE in BAL of TCRβ^−/-^ mice that received WT or Nr4a-TKO OT-II naive T cells, as indicated. Data are representative of two independent experiments, n = 3 each (B, C, and D). Black dots represent individual values. Vertical bars and the error bars indicate mean and SD, respectively (C and D). ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.005, one-way ANOVA with Bonferroni test (C and D).

### Pharmacological activation of an engineered Nr4a molecule prevented airway inflammation

Finally, we sought to determine the potential of Nr4a factors as novel therapeutic targets for allergic airway inflammation. As effective pan-Nr4a activating chemicals are not available, we employed a previously reported chimeric molecule, in which the ligand binding domain (LBD) of Nr4a2 is replaced by the LBD of estrogen receptor (ER) (Lyszkiewicz et al., 2019; Sekiya et al., 2013) (Figure 7A). This engineered molecule (Nr4a2-ER) can be activated by tamoxifen, and can induce Foxp3 in CD4^+^ T cells upon activation (Sekiya et al., 2013). Nr4a2-ER-expressing WT OT-II naive T cells (called “Nr4a2-ER-Tg OT-II naive T cells”) were isolated from bone marrow chimeric mice, whose hematopoietic cells were reconstituted with cells transduced with an Nr4a2-ER-expressing retrovirus. Then, Nr4a2-ER-Tg OT-II naive T cells were transferred into TCRβ^-/-^ recipients, and the mice were immunized with OVA/alum. Mice were then nasally challenged with OVA to elicit allergic airway inflammation (Figure 7A). Tamoxifen was administered at the time of immunization, as Nr4a factors regulate the differentiation of CD4^+^ T cells at an early phase, and as Nr4a factors induce exhaustion at a later phase of T cell activation, which may complicate the interpretation of the results. As shown in Figures 7B–7E, OVA/alum immunization induced Th1 and Th2 cell differentiation, and a concomitant increase in BAL eosinophil number, OVA-specific IgE, and airway mucus secretion. Upon treatment with tamoxifen, Nr4a2-ER-Tg cells, but not non-Tg cells, induced Foxp3 expression in naive T cells, while suppressing Th1 and Th2 cell differentiation. Furthermore, reductions in BAL eosinophil number, OVA-specific IgE production, and airway mucus secretion were observed specifically in recipients of Nr4a2-ER-Tg cells upon treatment with tamoxifen (Figures 7D and 7E). Collectively, these results show that prophylactic activation of Nr4a factors can suppress airway inflammation pathogenesis by inducing pTreg cell differentiation, while repressing Th1 and Th2 cell differentiation.

**Figure 7:**
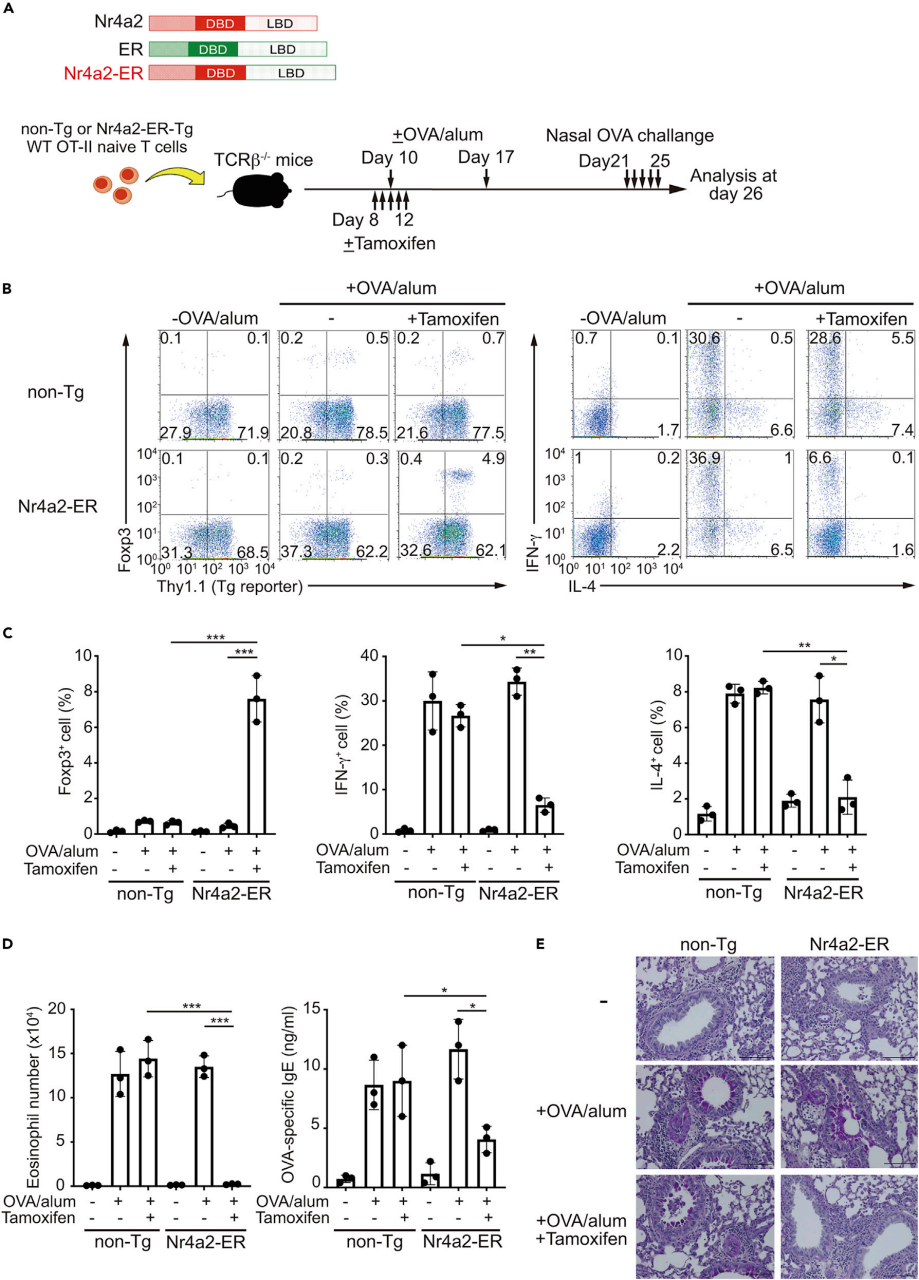
Prevention of allergic airway inflammation by a Nr4a-ER chimeric molecule (A) Top: Structures of Nr4a2, estrogen receptor (ER), and the Nr4a2-ER chimeric molecule. DBD: DNA binding domain; LBD: ligand binding domain. Bottom: A schematic of the experiments performed. (B) Flow cytometry profiles of total CD3^+^CD4^+^ cells from spleens of TCRβ^−/-^ mice that received non-Tg or Nr4a2-ER-Tg wild-type (WT) OT-II naive T cells, as indicated. (C) Quantification of the results in (B). (D) Eosinophil number and titers of OVA-specific IgE in bronchoalveolar lavage of TCRβ^−/-^ mice that received non-Tg or Nr4a2-ER-Tg WT OT-II naive T cells, as indicated. (E) PAS staining of lung sections from TCRβ^−/-^ mice that received non-Tg or Nr4a2-ER-Tg WT OT-II naive T cells, as indicated. Scale bars, 100 μm. Data are representative of two independent experiments, n = 3 each (C and D). Black dots represent individual values. Vertical bars and the error bars indicate mean and SD, respectively (C and D). ∗p < 0.05; ∗∗p < 0.01; ∗∗∗p < 0.005, one-way ANOVA with Bonferroni test (C and D).

## Discussion

Compared with the fate decision of developing CD4^+^ T cells in the thymus, which is largely determined by the strength of TCR signaling, the fate decision of peripheral naive T cells is less dependent on TCR signaling. Instead, peripheral naive T cells mainly depend on cytokine signaling for their fate choice. Thus, peripheral Th and Treg cell differentiation has been studied with special emphasis on cytokine signaling. Regarding this issue, the expression of Nr4a factors has been known to be exclusively regulated by TCR signaling, with little, if any, contribution from cytokine signaling (Ashouri and Weiss, 2017; Moran et al., 2011; Sekiya et al., 2011). However, in this study, we revealed that Nr4a factors play important roles in peripheral CD4^+^ T cell differentiation from naive T cells by promoting Treg cell differentiation, and by repressing Th1 and Th2 cell differentiation.

As a molecular mechanism that mediates the repression of Th2-associated genes during iTreg cell differentiation, we found that Nr4a factors inhibit the increase in AP-1 factor activity by interfering with a positive feedback loop for Batf factor expression. Batf/Jun AP-1 complexes have been reported to positively regulate Tfh, Th9, Th17, and Th2 cell differentiation (Bao et al., 2016; Betz et al., 2010; Ise et al., 2011; Jabeen et al., 2013; Schraml et al., 2009). Other studies have also reported AP-1 repression by Nr4a factors. Nr4a factors counteract AP-1 activity during T cell exhaustion, resulting in the repression of effector T cell transcription (Chen et al., 2019; Liu et al., 2019). As a molecular mechanism that mediates counteraction of AP-1 activity by Nr4a factors, one study reported that Nr4a factors interrupt access of AP-1 factors to their target sites during T cell exhaustion (Liu et al., 2019). A similar mechanism may be exerted during iTreg cell differentiation. In addition, Batf factors have been shown to repress Foxp3 expression by mediating repressive chromatin modifications (Zhang et al., 2018). Thus, the upregulated Batf factors may also directly contribute to the attenuated iTreg differentiation of Nr4a-TKO cells.

Although Nr4a factors interrupt the amplification of Batf factor expression, and repress Th2 cell differentiation, Th17 cell differentiation is also heavily dependent on Batf factors. However, we did not observe augmented Th17 cell differentiation in the Nr4a-TKO naive T cells. The fact that both Batf factors and Th17-associated genes, including *Rorc* and *Il17a*, were upregulated in Nr4a-TKO iTreg cells at 24 h suggests that Nr4a factors repress Th17 cell emergence during iTreg cell differentiation (Figure 3B). Thus, it is suspected that Nr4a factors have a Th17 cell-specific function that is not exerted during iTreg cell differentiation. In this aspect, it was reported that Nr4a2 positively regulates IL-17 expression, independent of Rorγt expression, during Th17 cell differentiation (Doi et al., 2008; Raveney et al., 2013). siRNA-mediated knockdown of Nr4a2 does not reduce Rorγt expression, but it represses the factors that are important in the later phase of Th17 cell differentiation, including Il-21 and IL-23R, thereby inhibiting IL-17 expression under Th17-skewing conditions (Raveney et al., 2013). Therefore, it is possible that the negative effect of Batf factor repression on Th17 cell differentiation by Nr4a factors was counterbalanced by the positive effect of Nr4a2 on IL-17 expression. In addition, although Th1 cell differentiation was augmented in Nr4a-TKO cells, differentiation of this cell subset is not dependent on Batf factors (Schraml et al., 2009). Thus, it is suggested that the repression of Th1 cell differentiation by Nr4a factors is mediated differently as compared with the repression of Th2 cell differentiation. Although we have not provided insights into the mechanism that explains this phenomenon, it is possible that repression of Th1 cell differentiation is mediated by a similar mechanism in which Nr4a factors induce dysfunctional T cells, wherein IFN-γ expression is also repressed (Chen et al., 2019; Liu et al., 2019). In addition, it is also possible that Nr4a factors negatively regulate Th1cell differentiation by repressing T-bet expression because the expression of *Tbx21*, the gene encoding T-bet, was elevated in Nr4a-TKO iTreg cells (Figure 3B).

Among the “Treg signature genes”, the genes regulated by Nr4a factors were found to be induced in the early phase of differentiation. To our knowledge, no previous study has classified Treg signature genes according to their expression kinetics. Gene ontology analysis revealed that the Nr4a-regulated Treg signature genes matched the biological process of “negative regulation of signal transduction” most significantly. Thus, one of the mechanisms by which Nr4a factors promote Treg cell differentiation might be the repression of inhibitory cytokine signaling or excessive TCR signaling that potentially inhibits differentiation (Chang et al., 2011; Yamane et al., 2005). Nr4a factors support the activity of Ets factors to activate a subset of Treg signature genes. Importantly, impaired development of Treg cells, as well as elevated Th2 cell activity were also observed in Ets-1-deficient mice (Mouly et al., 2010). A previous study reported cooperation between Nr4a and Ets factors in gene activation in human leukemia cells and found that NR4A1 regulates transcription by binding to enhancers that are co-enriched for Nr4a- and Ets factor-binding motifs, thereby promoting the recruitment of ERG, FLI-1 Ets factors, and p300 histone acetyltransferase (Duren et al., 2016). In this regard, although we found that a sizable fraction of WT cell-specific ATAC-seq peaks contained both Nr4a and Ets motifs, a majority of the sites contained only the Ets motifs (Figure 4F). Since the ChIP-seq results showed the localization of Nr4a factors to Ets motifs in WT-specific ATAC-seq peaks, we suggest that Nr4a factors support the function of Ets factors in a DNA binding-independent manner. This assumption is further supported by the attenuation of the expression of genes with only Ets motifs in Nr4a-TKO iTreg cells (Figure 4G). In this aspect, by investigating the physical interaction between Nr4a and Ets factors, we observed the interaction of Nr4a2 with Pu.1, as well as Nr4a2 and Nr4a3 with Fli-1. However, none of the examined Ets factors interacted with all Nr4a members. 

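Of the 24 genes with only Ets motifs that were measured at 3 h, 7 were more than 2-fold lower on the array labelled Nr4a-TKO than on that labelled WT, and 1 was higher. The median log2 difference of the class was -0.07 and its mean -0.54, since a few genes carried large differences. The genotype labels carry the limit that Nr4a1 and Nr4a2 transcripts were higher on the array labelled Nr4a-TKO. Tnfrsf9 differed by -3.59, with -3.03 for its other probe, and in naive T by -1.86, where its other probe gave -0.50 and the offset of 50 gave -0.76. The log2 difference at 3 h was -1.86 for Zfp52 (chromosome 17 of mm9, from 21699488 to 21699547), -1.75 for Gpr174, -1.46 for Samsn1 and -1.29 for Ergic1. For Lysmd2 it was -1.54, with -1.34 in naive T. 1110032F04Rik was not well above background on the array labelled Nr4a-TKO, and its difference of -2.23 is a bound. Eea1 was higher there by 1.01. With a normexp offset of 50, 4 of these genes were less than 2-fold apart: 1110032F04Rik at -0.61, Ergic1 at -0.71, Samsn1 at -0.97 and Eea1 at 0.72.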

Although we do not rule out the possibility that the observed interactions have a significant meaning, it is also possible that physiologically meaningful interactions between Nr4a and Ets factors are fundamentally weak or transient, and are, thus, undetectable by co-immunoprecipitation. Another possibility is that the binding of Nr4a factors to motifs other than the AAA(T/G)GTCA sequence may potentially lead to underestimation of the co-binding of Nr4a and Ets factors (Hu et al., 2009; Perlmann and Jansson, 1995).

It was unexpected that the ATAC-seq results showed some differences between WT and Nr4a-TKO cells even at the naive T cell stage, as none of the Nr4a family members were detected at this stage. However, recent studies suggest that naive T cells are not a homogenous population. Instead, heterogeneity in the naive T cell population is generated according to the strength of “tonic” TCR signaling, a low-level stimulation by self-peptide–MHC complexes, which does not elicit canonical activation pathways. In particular, naive T cells with high tonic signaling, which are marked by higher levels of Nr4a1 expression, confer higher propensities toward iTreg cell differentiation (Martin et al., 2013; Zinzow-Kramer et al., 2019). Thus, Nr4a factors, which are expressed at a level undetectable by even western blotting, may modulate epigenetic status in naive T cells, particularly in the cells that received high tonic signaling. The contribution of Nr4a factors to the altered phenotype of naive T cells will be revealed in future studies. However, even with such altered epigenetic status, Nr4a-TKO naive T cells were not skewed to particular Th cell subsets (Figure S2A).

Altogether, we revealed that Nr4a factors play important roles in the induction of Treg cells, as well as in the repression of Th1 and Th2 cell differentiation from naive T cells at an early phase of their differentiation, which are linked to TCR signaling. We also revealed the potential of Nr4a factors as molecular targets for the treatment of allergic diseases. Since plasticity among Th and Treg cell subsets is progressively lost during differentiation (Ansel et al., 2003; Bird et al., 1998; Murphy et al., 1996), early differentiation phases can be an ideal time point for therapeutic intervention. Mice that lacked all Nr4a family members in the T cells died early due to severe systemic autoimmunity (Sekiya et al., 2013). As one of the central players in the suppression of autoimmunity, Nr4a factors have been revealed to mediate various aspects of immune tolerance, including tTreg cell development, negative selection of self-reactive thymocytes, and the induction of exhaustion during chronic stimulation (Calnan et al., 1995; Chen et al., 2019; Liu et al., 2019; Sekiya et al., 2013; Zhou et al., 1996). In this study, we revealed another important role for Nr4a factors in immune tolerance, i.e., regulation of peripheral Th and Treg differentiation at an early phase, at which Nr4a factors promote Treg cell differentiation, and repress Th1 and Th2 cell differentiation.

### Limitations of the study

In this study, we revealed that Nr4a factors play essential roles in regulating Th and Treg cell differentiation from naive T cells. However, since differentiation of each Th and Treg subset usually proceeds in a mutually repressive manner, the extent to which the observed abnormality in Th1, Th2, and Treg cell differentiation of Nr4a-TKO cells is affected by the differentiation of other cell subsets is uncertain, particularly *in vivo*. Related to the above issue, relative contribution of the defective Treg cell differentiation and the enhanced Th2 cell differentiation of Nr4a-TKO cells to the exacerbation of airway inflammation is still unknown. In addition, since all experiments were performed with mice and mice cells, relevance of the observation in this study to human beings awaits further investigation.

### Resource availability

#### Lead contact

Further information and requests for resources and data should be directed to the lead contact, Takashi Sekiya Ph.D.

Section of Immune Response Modification, Department of Immune Regulation, The Research Center for Hepatitis and Immunology, National Center for Global Health and Medicine, 1-7-1 Kohnodai, Ichikawa, Chiba 272-8516, Japan

Email: 

#### Materials availability

All unique reagents generated in this study are available from the lead contact without restriction.

#### Data and code availability

The accession numbers for the next generation sequencing data and microarray data are DNA Data Bank of Japan: DRA010571 and NCBI Gene Expression Omnibus: GSE153928, respectively. The DOI number for the raw data reported in this paper is Mendeley Data: https://doi.org/10.17632/8fnkj374kj.1

## Methods

All methods can be found in the accompanying Transparent methods supplemental file.

# Supplementary material for: Regulation of peripheral Th/Treg differentiation and suppression of airway inflammation by Nr4a transcription factors
**Source:** iScience. 2021 Feb 7;24(3):102166. doi: 10.1016/j.isci.2021.102166
**Supplement:** Document S1. Transparent methods and Figures S1–S4

## **Supplemental information**

### **Regulation of peripheral Th/Treg differentiation and suppression of airway inflammation by Nr4a transcription factors**

**Takashi Sekiya, Shizuko Kagawa, Katsunori Masaki, Koichi Fukunaga, Akihiko Yoshimura, and Satoshi Takaki**

## **Supplemental Information**

Supplemental Information contains Figures S1 to S4, the Transparent Methods, and Supplemental References.

Figure S1

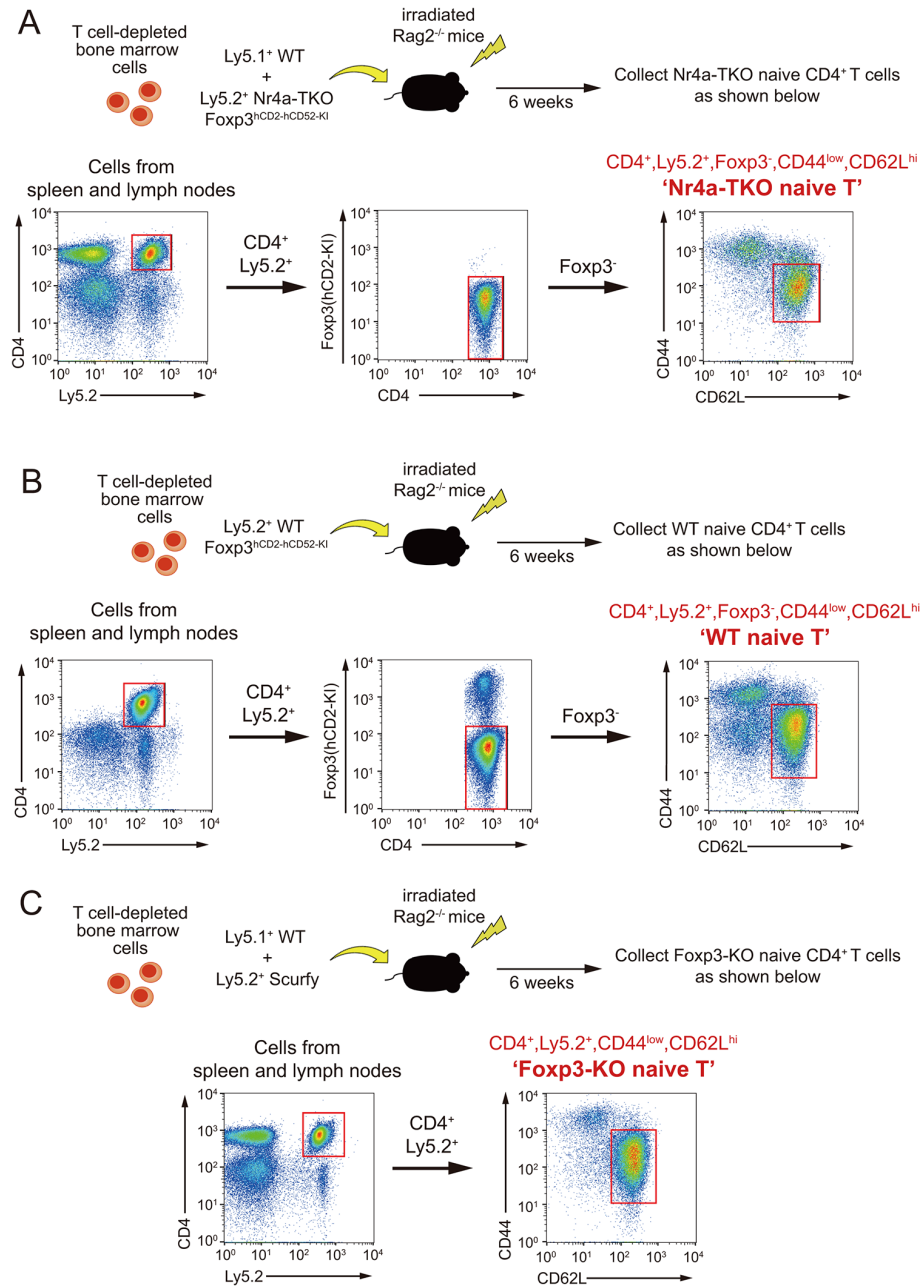

**Figure S1 (Related to Figures 1-7): Strategy for the isolation of Nr4a-TKO naive T cells**

(A) Gating strategy to obtain Nr4a-TKO naive T cells. Nr4a-TKO Treg cells were sorted as CD4<sup>+</sup>Ly5.2<sup>+</sup>Foxp3<sup>hi</sup>CD44<sup>low</sup>CD62L<sup>hi</sup> cells from mixed bone marrow chimeras transferred

with wildtype (Ly5.1<sup>+</sup>) and Nr4a-TKO Foxp3<sup>hCD2hCD52-KI</sup> (Ly5.2<sup>+</sup>) cells. **(B)** Gating strategy to obtain wildtype naive T cells. Wildtype naive T cells were sorted as CD4<sup>+</sup>Ly5.2<sup>+</sup>Foxp3<sup>-</sup>CD44<sup>low</sup>CD62L<sup>hi</sup> cells from bone marrow chimeras transferred with wildtype (Ly5.2<sup>+</sup>) cells. **(C)** Gating strategy to obtain Foxp3-KO naive T cells. Foxp3-KO naive T cells were sorted as CD4<sup>+</sup>Ly5.2<sup>+</sup>CD44<sup>low</sup>CD62L<sup>hi</sup> cells from bone marrow chimeras transferred with wildtype (Ly5.1<sup>+</sup>) and *scurfy* (Ly5.2<sup>+</sup>) cells.

Figure S2

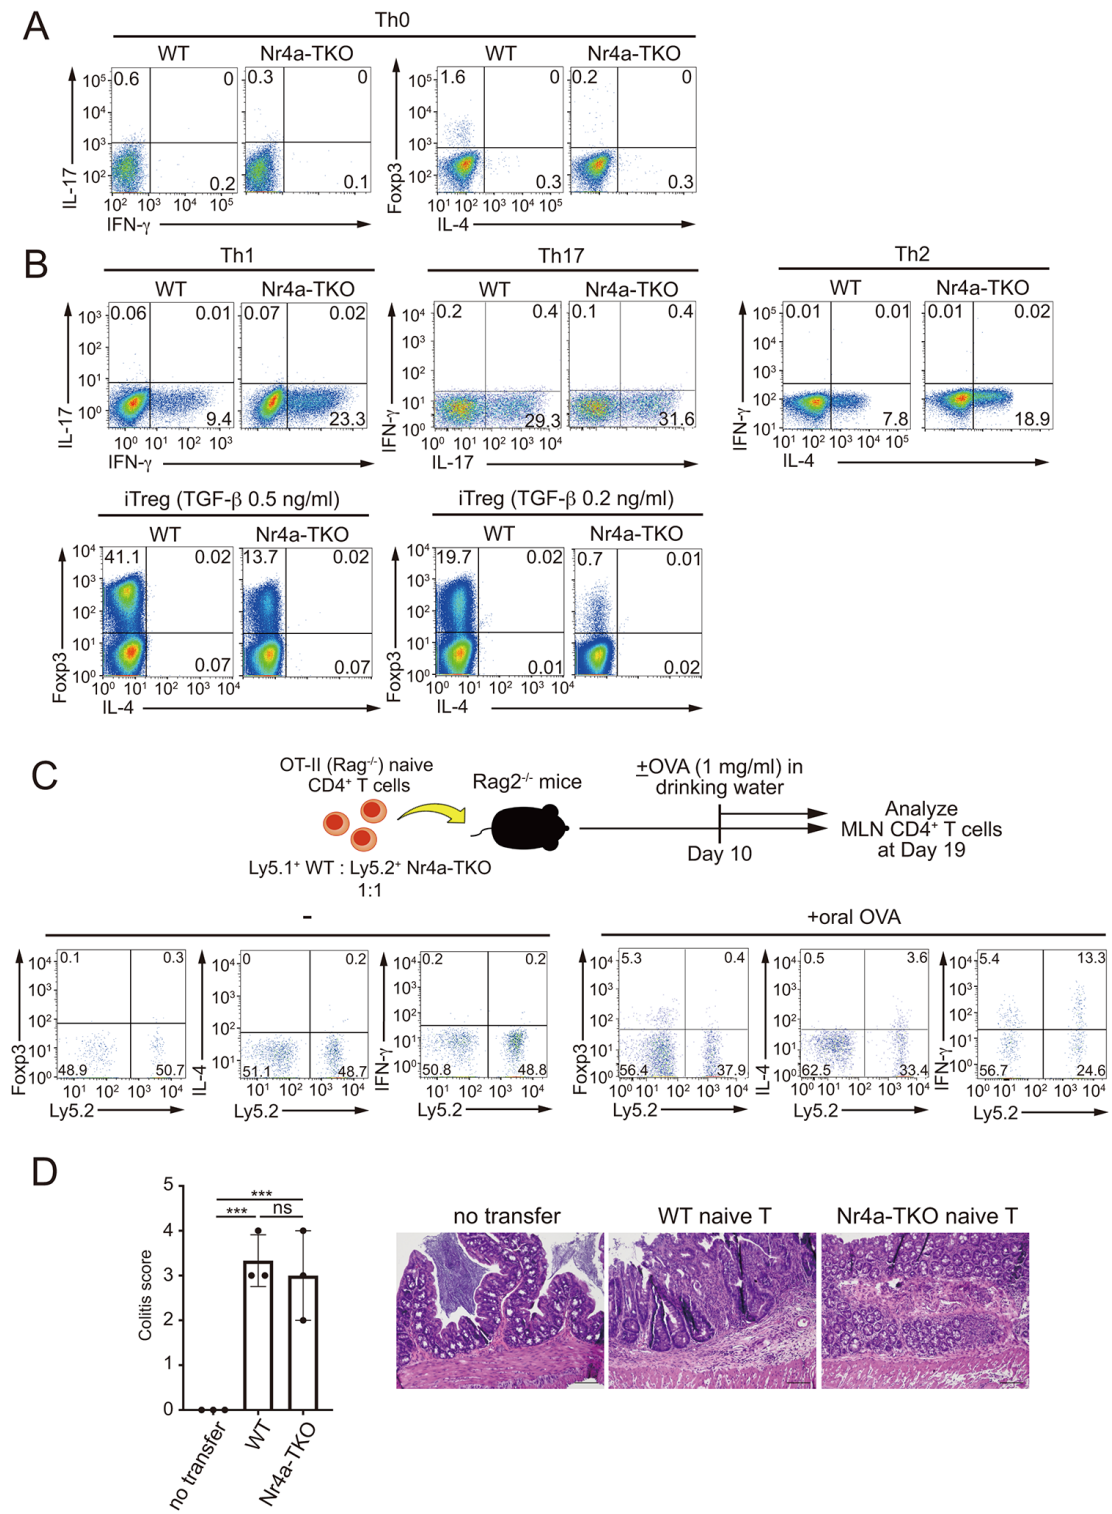

**Figure S2 (Related to Figure 1 and Figure 2): Nr4a factors are important for induction of Treg cells and repression of Th1 and Th2 cell differentiation from naive T cells**

**(A)** Flow cytometry profiles of wild type and Nr4a-TKO naive T cells cultured under Th0 condition, showing expression of the indicated proteins. Cells were analyzed 5 h after restimulation with PMA + ionomycin. Numbers in quadrants indicate percent cells in each. **(B)** Flow cytometry profiles of wildtype and Nr4a-TKO OT-II naive T cells cultured under the indicated conditions, showing expression of the indicated proteins. Cells cultured under Th1, Th2, and Th17 conditions were analyzed 5 h after restimulation with PMA + ionomycin. Numbers in quadrants indicate percent cells in each. **(C)** Top: A schematic of experiment performed. Bottom: Flow cytometry profiles of Ly5.2, Foxp3, IFN- $\gamma$ , and IL-4 expression by total CD3<sup>+</sup>CD4<sup>+</sup> cells from mesenteric lymph nodes (MLN) of Rag2<sup>-/-</sup> recipient mice treated as indicated. Numbers adjacent to outlined areas indicate percent cells in each. **(D)** Left: Histological score of colitis of TCR $\beta$ <sup>-/-</sup> mice that had received wild type (n=3) or Nr4a-TKO naive T cells (n=3). Black dots represent individual values, and vertical bars indicate SD. Right: Hematoxylin and eosin staining of colon sections from recipient TCR $\beta$ <sup>-/-</sup> mice at 30 days after transfer. Scale bars, 100  $\mu$ m. \*\*\*p < 0.005; ns, not significant (one-way ANOVA with Bonferroni test).

Figure S3

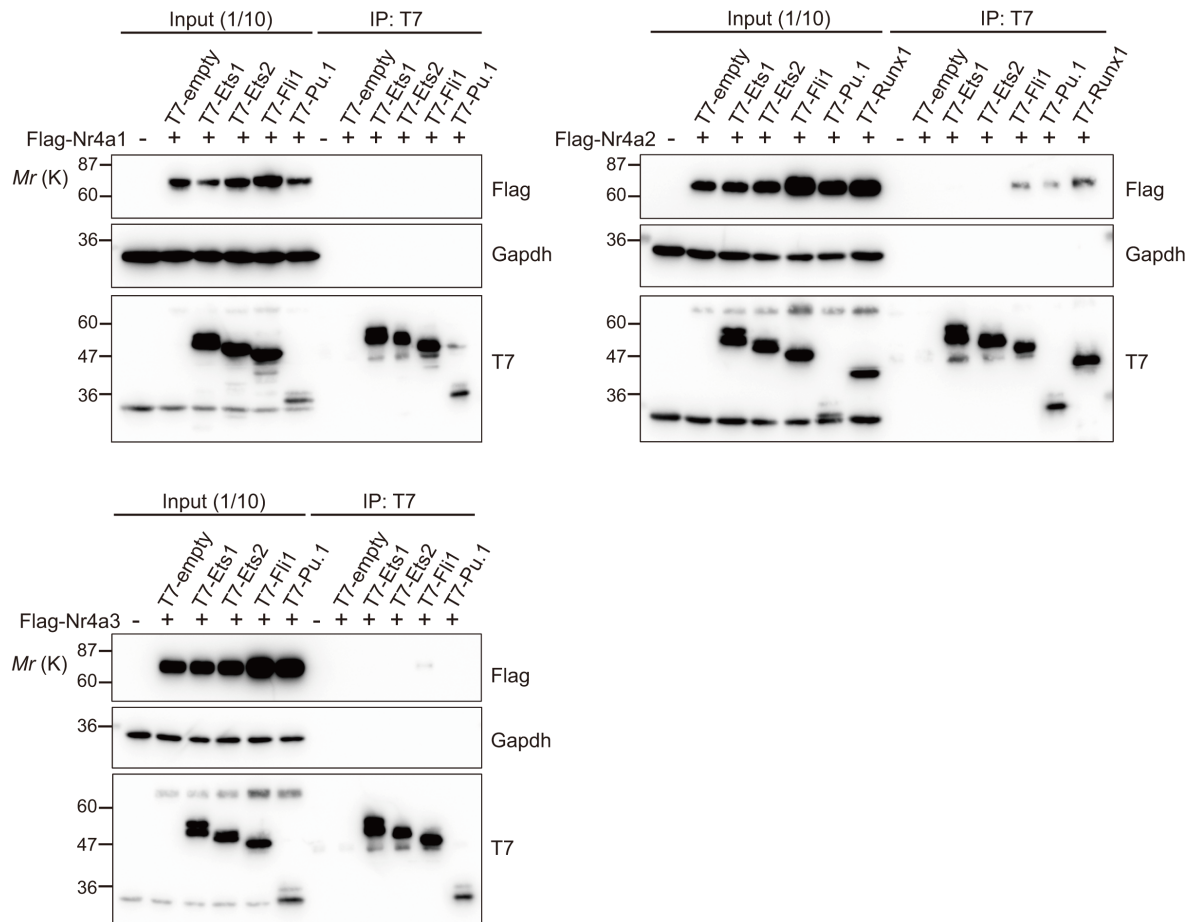

**Figure S3 (Related to Figure 4): Nr4a factors showed selective interaction with Ets factors**

Co-immunoprecipitation of Flag-tagged Nr4a factors and T7-tagged Ets factors in 293T cell lysates with anti-T7-tag antibodies.

Figure S4

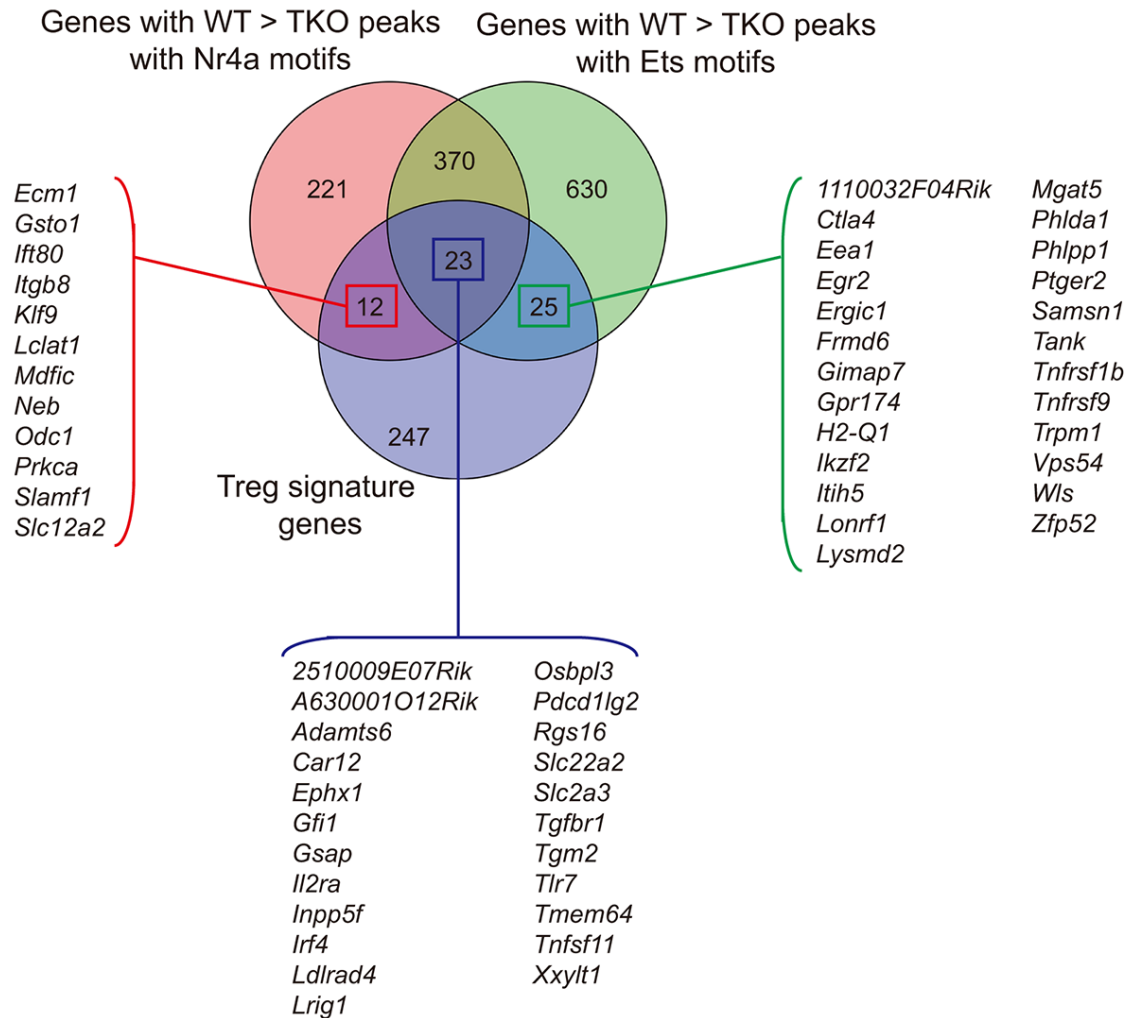

**Figure S4 (Related to Figure 4): Nr4a and Ets factors regulate early responsive genes during iTreg cell differentiation**

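All 60 genes that Fig. S4 prints in the classes with motifs have at least 1 probe on the array. Itih5, 2510009E07Rik and Slc22a2 were not well above background on any of the 4 arrays, so no change is given for them. Of the rest, 48 genes were well above background on every array. Il2ra had 2 probes that read differently. The brighter one, which represents the gene, went from 9.26 in WT naive T to 9.55 in WT iTreg at 3 h. The probe for its RefSeq transcript went from 4.12 to 9.05 between the same arrays. On the arrays labelled Nr4a-TKO it went from a signal not well above background, 3.69, to 9.05. For Tnfrsf1b, the brighter probe changed by -0.44 in WT and -0.45 in Nr4a-TKO, and that for its RefSeq transcript by 1.61 and 2.23. A less bright probe rose more than 2-fold in WT but not in Nr4a-TKO for Prkca (1.34 and 0.25), Trpm1 (1.11 and -0.06) and Xxylt1 (1.21 and -1.51). The brighter probe represents each of these genes. H2-Q1 belongs to a family of near-identical genes, and its value is uncertain for this reason.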

Venn diagram showing distribution of Treg signature genes with Nr4a or Ets motifs-containing ATAC-seq peaks that were more accessible in wild type iTreg cells at 3 h than in Nr4a-TKO iTreg cells at 3 h.

## Transparent Methods

### Mice

All mouse work was carried out in accordance with the guidelines for animal care approved by National Center for Global Health and Medicine and Keio University. Animals were maintained in specific pathogen-free conditions. 6-8 week old both male and female C57BL/6J *Nr4a1-floxed* and *Nr4a2-floxed* mice (Kadkhodaei et al., 2009, from Dr. H. Ichinose, Tokyo Institute of Technology, Japan), C57BL/6J *Nr4a3<sup>-/-</sup>* mice (TF0937, Taconic farm), C57BL/6J *TCRβ<sup>-/-</sup>* (002122, Jackson Laboratories), C57BL/6J *Rag2<sup>-/-</sup>* (008449, Jackson Laboratories), C57BL/6J *Foxp3<sup>hCD2-hCD52-K1</sup>* mice (Komatsu et al., 2009, from Dr. S. Hori, RIKEN, Japan), and male C57BL/6J *Scurfy* mice (Jackson Laboratories) were bred in NCGM's experimental animal care facility. Breeding animals were fed “CE2” chow (CLEA, Japan). Experiments were performed with age-matched cohorts. We observed no significant differences in autoimmune phenotypes in male versus female *Nr4a*-TKO mice. We also observed no significant differences in disease phenotypes between male and female mice in utilizing *TCRβ<sup>-/-</sup>* and *Rag2<sup>-/-</sup>* mice as recipients of naive T cells. *Foxp3*-KO (*Scurfy*) mice were all male, as those mice were obtained only by the mating between *Scurfy*/+ female mice and +/Y male mice. ATAC-seq was performed with cells only from male mice, as *Foxp3* is on the X chromosome, thus one of the two alleles are inevitably methylated in female cells.

## **Antibodies**

The monoclonal antibody against Nr4a1 (H1648), Nr4a2 (N1404), and Nr4a3 (H7833) were purchased from Perseus Proteomics. Antibodies to Gapdh (3H12) was purchased from MBL. Phycocerythrin (PE)-, PerCP-Cy5.5-, Allophycocyanin (APC)-, or APC-Cy7-conjugated monoclonal antibodies for CD4 (L3T4), hCD2 (LFA-2), Foxp3 (FJK-16s), IL-4 (11B11), IFN- $\gamma$  (KMG1.2), Thy1.1 (HIS51), and IL-17a (eBio17B7) antibodies were purchased from eBioscience or BioLegend. Anti-Nr4a1 antisera used in ChIP-seq experiments were raised by immunizing rabbits with recombinant Nr4a1 protein (aa2-266) generated in *E. coli*.

## **ELISA**

For analysis of immunoglobulin concentration, sera or BAL were subjected to Mouse Ig ELISA Quantitation Kit (Bethyl), according to the manufacturer's protocol. For quantification of OVA specific IgE in BAL, plates were coated overnight at 4 °C with 2  $\mu$ g Ovalbumin per well, instead of coating the plates with capture antibody for IgE.

## **Histopathological examination**

Tissues were fixed in 4% formalin. Fixed tissues were embedded in paraffin, and were then cut into 5  $\mu$ m sections. Samples were stained with periodic acid-Schiff (PAS) staining to identify the degree of mucus secretion in the lung tissue, as described previously (Tamiya et

al., 2013).

### **Isolation of naïve T cells**

Nr4a-TKO and Foxp3-KO naïve CD4<sup>+</sup> T cells (Ly5.2<sup>+</sup>CD4<sup>+</sup>CD62L<sup>hi</sup>CD44<sup>low</sup>Foxp3<sup>-</sup>) were sorted from mixed bone marrow chimera given wild-type (Ly5.1) and knockout (Ly5.2) bone marrow cells (T cell depleted) at 1:1 ratio, six weeks after bone marrow transplantation. Wild type naïve CD4<sup>+</sup> T cells (Ly5.2<sup>+</sup>CD4<sup>+</sup>CD62L<sup>hi</sup>CD44<sup>low</sup>Foxp3<sup>-</sup>) were sorted from bone marrow chimera given wild type bone marrow cells (T cell depleted), six weeks after bone marrow transplantation. In the bone marrow transplantation, bone marrow cells were intravenously transferred to *Rag2*<sup>-/-</sup> recipients irradiated at 8.5 Gy. Wild type and Nr4a-TKO OT-II naïve T cells were isolated from OT-II-*Rag2*<sup>-/-</sup>-Foxp3<sup>hCD2-hCD52-KI</sup> mice and Nr4a-TKO-OT-II-*Rag2*<sup>-/-</sup>-Foxp3<sup>hCD2-hCD52-KI</sup> mice respectively, by sorting CD4<sup>+</sup>CD62L<sup>hi</sup>CD44<sup>low</sup>CD25<sup>low</sup>Foxp3<sup>-</sup> populations.

### **In vitro culture of primary naïve CD4<sup>+</sup> T cells**

Primary naïve CD4<sup>+</sup> T cells were cultured in RPMI1640 medium supplemented with plate-coated anti-CD3ε (clone 2C11, 2 µg/ml for Th1, Th17, and iTreg conditions, and 0.5 µg/ml for Th2 condition), anti-CD28 (clone 57.31, 0.5 µg/ml) antibodies, 2-Mercaptoethanol (Invitrogen, 55 µM), 10% fetal bovine serum, and further supplemented with the following for each skewing condition: for Th0: anti-IFN-γ (clone R4-6A2, 1 µg/ml), anti-IL-4 (clone

11B11, 1  $\mu\text{g/ml}$ ) antibodies, and IL-2 (10 ng/ml, PeproTech); for iTreg: anti-IFN- $\gamma$  (clone R4-6A2, 1  $\mu\text{g/ml}$ ), anti-IL-4 (clone 11B11, 1  $\mu\text{g/ml}$ ) antibodies, IL-2 (10 ng/ml, PeproTech) and recombinant human TGF- $\beta$ 1 (0.2 or 0.5 ng/ml, BioLegend); for Th1: anti-IL-4 (clone 11B11, 1  $\mu\text{g/ml}$ ), IL-2 (10 ng/ml, PeproTech), IL-12 (20 ng/ml, PeproTech); for Th2: anti-IFN- $\gamma$  (clone R4-6A2, 1  $\mu\text{g/ml}$ ), IL-2 (10 ng/ml, PeproTech), IL-4 (20 ng/ml, BioLegend); and for Th17: anti-IL-2 (clone JES6-1A12, 1  $\mu\text{g/ml}$ ), anti-IFN- $\gamma$  (1  $\mu\text{g/ml}$ ), anti-IL-4 (clone 11B11, 1  $\mu\text{g/ml}$ ) antibodies, human IL-6 (20 ng/ml, R&D Systems), and recombinant human TGF- $\beta$ 1 (1 ng/ml, BioLegend).

### **Adoptive transfer of naïve CD4<sup>+</sup> T cells into TCR $\beta$ <sup>-/-</sup> recipient mice**

Sorted naïve CD4<sup>+</sup> T cells were intravenously transferred into 6- to 8-week-old TCR $\beta$ <sup>-/-</sup> mice (which do not have  $\alpha\beta$ T cells, but have B cells). 30 days after transfer, the sera, BAL, and organs were collected for analysis. For the analysis of colitis, histological grades were assigned in a blinded manner, on a scale of 0 to 5 where a grade of 0 was given when there were no changes observed. Grade 1 exhibits minimal scattered mucosal inflammatory cell infiltrates, with or without minimal epithelial hyperplasia; grade 2, mild scattered to diffuse inflammatory cell infiltrates, sometimes extending into the submucosa and associated with erosions, with mild to moderate epithelial hyperplasia and mild to moderate mucin depletion from goblet cells; grade 3, moderate inflammatory cell infiltrates that were sometimes transmural, with moderate to severe epithelial hyperplasia and mucin depletion; grade 4,

marked inflammatory cell infiltrates that were often transmural and associated with crypt abscesses and occasional ulceration, with marked epithelial hyperplasia, mucin depletion; and grade 5, marked transmural inflammation with severe ulceration and loss of intestinal glands.

### **In vivo antigen stimulation of Rag2<sup>-/-</sup> OT-II TCR-Tg naïve T cells**

Sorted naïve CD4<sup>+</sup> T cells from Ly5.1<sup>+</sup> wild type Rag2<sup>-/-</sup> OT-II TCR-Tg mice and Ly5.2<sup>+</sup> Nr4a-TKO Rag2<sup>-/-</sup> OT-II TCR-Tg mice, both 1 x 10<sup>5</sup> cells, were intravenously co-transferred into 6- to 8-week-old Rag2<sup>-/-</sup> mice (set as day 0). For stimulating cells under a tolerizing condition, mice were orally administered with OVA (A5503, Sigma) in drinking water (1%) from day 10 to day 19. For stimulating cells under an inflammatory condition, mice were intraperitoneally injected with 100 µg Ovalbumin in 1 mg of Imject<sup>TM</sup> Alum Adjuvant (Thermo Fisher Scientific), at day 10. At day 19, cells were collected from mesenteric lymph nodes and analyzed by flow cytometry.

### **Assessment of airway hyperresponsiveness to methacholine**

Serial dilutions of acetyl β-methacholine in sterile normal saline were prepared fresh daily. Untreated TCRβ<sup>-/-</sup> mice and TCRβ<sup>-/-</sup> recipient mice of wildtype and Nr4a-TKO naïve T cells at 30 d after transfer were mechanically ventilated on a computer-controlled piston ventilator, flexiVent system (SCIREQ, Montreal, Canada). Mice were exposed to increasing doses of

methacholine (0, 6, 12, 25, 50, and 100 mg/ml). 10 recordings of total lung resistance were generated at each methacholine dose. After each methacholine challenge, the airway resistance was measured every 15 s during tidal breathing, and the 3rd or 4th measurement whichever was higher was used as the value of bronchoconstrictor response to each individual methacholine concentration. Overall group mean values were then calculated at each methacholine dose.

### **Western blotting**

Proteins were dissolved in SDS-PAGE sample buffer, then separated by SDS-PAGE and electro-transferred onto an Immobilon-P PDVF membrane (Millipore). Membranes were hybridized with the following antibodies: anti-GAPDH mAb (3H12, MBL), anti-Nr4a1 mAb (H1648), anti-Nr4a2 mAb (N1404), anti-Nr4a3 mAb (H7833). After being hybridized with HRP-conjugated secondary antibodies, membranes were visualized using an ImmunoStar-LD detection system (WAKO).

### **Microarray analysis of mRNA**

Total RNA was extracted with RNAiso PLUS (TAKARA). Samples were further cleaned using an NucleoSpin RNA Clean-up XS (MACHEREY-NAGEL), labeled with Cyanine 3-CTP using a Low Input Quick Amp Labeling Kit (Agilent Technologies), and hybridized to a 8x60K SurePrint G3 Mouse GE microarray kit (Agilent Technologies). Expression values

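The value table that the authors deposited for the arrays of WT and Nr4a-TKO naive T and iTreg at 3 h was compared with the scanner's processed intensities. For the 56305 probes with a single spot, each column differed from log2 of the processed intensity by a constant, which was 6.39 for WT naive T, 6.35 for Nr4a-TKO naive T, 6.58 for WT iTreg at 3 h and 6.50 for Nr4a-TKO iTreg at 3 h. The SD around the constant was 0.0029 on each array. The 75th percentile of every column was 0, while the 25th percentile was -4.45, -4.40, -4.64 and -4.53. The table thus holds processed intensities scaled to the 75th percentile of each array, without the equal distributions that quantile normalization gives.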

for each probe set were calculated using the RMA method with GeneSpring GX 12.6.1 software (Agilent Technologies). Gene set enrichment analysis (GSEA) was run with GSEA\_4.0.3, on wild type and Nr4a-TKO iTreg 24 h microarray data, which were formatted into a single gct file. This gct file was then screened against a GMT file that contains gene sets from MSigDB C7: immunologic signatures.

### **ATAC-seq**

ATAC-seq was performed using Nextera DNA Library Preparation Kit (illumina).  $4 \times 10^5$  cells (male origin) were suspended in 200  $\mu$ l Hypotonic buffer (20 mM Tris pH 7.5, 10 mM NaCl, 3 mM ), and incubated for 15 min on ice. Then, 10  $\mu$ l 10% NP-40 was added to the sample and vortexed for 10 sec at maximum speed. Cells were pelleted by centrifugation at 6,000 rpm for 5 min, then suspended in 40  $\mu$ l 1x Tagmentation buffer. Samples were added with 2  $\mu$ l Tagment DNA Enzyme 1, and incubated for 30 min at 37 °C. Then, samples were cleaned up with FastGene Gel/PCR clean up kit (Nippon Genetics), and eluted with 20  $\mu$ l elution buffer. 5  $\mu$ l of the eluted samples were PCR amplified with index 1 (i7) and index 2 (i5) adapter primers, using PCR Primer Cocktail which was attached to Nextera DNA Library Preparation Kit. 150 bp paired end next generation sequencing was performed with HiSeq X Ten (illumina). Generated sequencing reads in FASTQ format were mapped to mm10 reference genome using bowtie2. Reads mapped to the "black list" regions were removed with intersectBed command, inputting the bed file which denotes the black list region

(mm10-blacklist.v2.bed.gz). Peak calling was performed with MACS14, with default parameters. Differentially accessible genomic regions among the samples were detected with an R package DiffBind. Generated bed files were employed to obtain sequences spanning the corresponding genomic regions, by "blastdbcmd" command against mm10 reference genome, that was formatted with "makeblastdb" command. Then, the generated multi-fasta file was analyzed with MEME to obtain motifs which were enriched in the input genomic sequences. Gene annotation of the intended genomic regions were performed with HOMER's "annotatePeaks.pl" command.

### **ChIP-seq**

$1.5 \times 10^7$  wildtype iTreg cells at 3 h (male origin) were fixed with 1 ml of 1% formaldehyde for 10 min with occasional swirling at room temperature. Crosslinking was stopped by addition of glycine to 125 mM. Cells were then lysed in 100  $\mu$ l of lysis buffer (20 mM Tris (pH 7.5), 5 mM EDTA, and 0.5 % SDS for 10 min on ice. Genomic fragments were sonicated to a mean size of approximately 200 bp using an Acoustic Solubilizer (Covaris) with a 200 bp shearing protocol. After insoluble material was removed by centrifugation at 14,000 rpm for 10 min, 5  $\mu$ l of the supernatants were taken as input, and the remainder was diluted five-fold with dilution buffer (1% Triton X-100, 1 mM EDTA, 150 mM NaCl, and 20 mM Tris (pH 8.0), supplemented with protease inhibitor cocktail). Then, chromatin samples were pre-cleared for 1 h at 4 °C with 5  $\mu$ l of Protein A/G PLUS-Agarose (Santacruz), which had been

blocked with 500 µg/ml BSA. Immunoprecipitation of the pre-cleared samples were performed with 5 µl of in-house generated anti-mouse Nr4a1 antisera (described in the "Antibodies" section) or with 5 µl of pre-immune sera, for 4 h at 4°C with rotation. Complexes were recovered by incubation with 10 µl of Protein A/G PLUS-Agarose, which had been blocked with 500 µg/ml BSA. Precipitates were washed serially with 500 µl RIPA buffer (50 mM Tris pH 8.0, 150 mM NaCl, 0.1% SDS, 0.5% Na-deoxycholate, 1% NP-40, 1 mM EDTA), 500 µl high salt buffer (50 mM Tris (pH 8.0), 500 mM NaCl, 0.1% SDS, 0.5% Na-deoxycholate, 1% NP-40, 1 mM EDTA), 500 µl LiCl buffer (50 mM Tris (pH 8.0), 1 mM EDTA, 250 mM LiCl, 1% NP-40, and 0.5% Na-deoxycholate), and then twice with 500 µl TE. Chromatin samples were eluted from the beads three times with 70 µl elution buffer (1% SDS and 0.1 M NaHCO<sub>3</sub>) for 30 min at room temperature with constant agitation. Then, crosslinking was reversed by overnight incubation at 65°C. After the reversal of crosslinking, proteinase K was added to the samples at 0.2 mg/ml, and the samples incubated for 5 h at 56°C. After phenol-chloroform extraction, the aqueous phase was ethanol-precipitated and dissolved in 50 µl TE buffer. Libraries for next generation sequencing was prepared from 10 ng of the immunoprecipitated DNA fragments, using TruSeq DNA Sample prep Kit. 150 bp paired end next generation sequencing was performed with NovaSeq6000 (illumina). Generated sequencing reads in FASTQ format were mapped to mm10 reference genome using bowtie2. Reads mapped to the "black list" regions were removed with intersectBed command, inputting the bed file which denotes the black list region (mm10-

blacklist.v2.bed.gz). Peak calling was performed with HOMER's "FindPeaks.pl" command, with -style factor -o auto options. Enriched motifs in the mapped genomic regions were detected with HOMER's "findMotifsGenome.pl" command, with default parameters. Joint analysis of ChIP-seq and ATAC-seq results were performed using ngs.plot.r algorithm, with following commands: ngs.plot.r -G mm10 -R bed -C [ChIP-seq bam file] -E [ATAC-seq summit bed file] -L 1000 -FL 150.

### **Co-immunoprecipitation**

For immunoprecipitation, cells were lysed in lysis buffer (140 mM NaCl, 1% Triton X-100, 1 mM EDTA, 10 mM Tris [pH 8.0], supplemented with protease inhibitor cocktail (Nacalai Tesque) for 1 h at 4°C. Cell lysates were incubated with 1 µg of anti-T7 rabbit polyclonal antibodies (PM022, MBL) for 4 h at 4°C, then incubated with 15 µl protein G-Sepharose (GE Healthcare). Immunoprecipitates were washed five times with wash buffer (140 mM NaCl, 0.1% Triton X-100, 1 mM EDTA, 10 mM Tris [pH 8.0]). Proteins were dissolved in SDS-PAGE sample buffer, then separated by SDS-PAGE and electrotransferred to an Immobilon-P PDVF membrane (Millipore, Billerica, MA, USA). Membranes were hybridized with anti-T7 (cat# 69522, Merck), anti-Flag (clone M2, SIGMA), and anti-Gapdh (M171-3, MBL) mouse monoclonal antibodies, then visualized using an ImmunoStar® Zeta (FUJIFILM Wako Chemicals).

### **Luciferase assay**

Batf3-Luc reporter plasmid was transfected into Jurkat cells along with expression plasmids for Batf, JunB, Irf4, Nr4a1, Nr4a2, and Nr4a3, by electroporation with Neon Transfection System (Thermo Fisher Scientific). Total amounts of plasmids were adjusted with an empty plasmid. 24 h post-transfection, cells were harvested, and luciferase activities were measured using the Dual-Luciferase reporter assay system (Promega) according to the manufacturer's protocol. Activities of Batf3-Luc reporter were normalized against Renilla luciferase activities from co-transfected pRL-tk plasmids.

### **Mouse model of allergic airway inflammation with oral tolerance**

TCR $\beta^{-/-}$  mice were intravenously transferred with  $1 \times 10^5$  wild type or Nr4a-TKO OT-II TCR-Tg (Rag2 $^{-/-}$  background) naive T cells (set as day 0). 19 d and 26 d after transfer, mice were intraperitoneally injected with 100  $\mu$ g OVA in 1 mg of Imject<sup>TM</sup> Alum Adjuvant (Thermo Fisher Scientific). From seven days after the second immunization, mice were nasally challenged with OVA (5% in PBS) for 15 min by a nebulizer, for 5 five consecutive days. Cohorts of mice were orally administrated with OVA in drinking water (1%) for 7 days, from day 10 to day 17. One day after the final nasal challenge with OVA, mice were sacrificed, and the samples were collected from spleen, lung, and BAL for analysis.

### **Construction of Nr4a2-ER-Tg OT-II naive T cells**

Bone marrow cells were collected from the tibia and femur of Rag2<sup>-/-</sup> OT-II TCR-Tg mice (Foxp3<sup>hCD2-hCD52-KI</sup> background), 5 d after intraperitoneal injection of 5 mg 5-fluorouracil (Sigma) in PBS. Cells were cultured for 4 d at a density of  $1 \times 10^6$  cells/ml with mouse IL-3 (20 ng/ml), mouse IL-6 (50 ng/ml) and mouse SCF (50 ng/ml; all obtained from PeproTech), in DMEM (low-glucose) containing 10% FBS and 2-Mercaptoethanol (Invitrogen, 55  $\mu$ M). At 48 and 72 h of culture, bone marrow cells were transduced with Nr4a2-ER-expressing retrovirus or control retrovirus, that express only the Thy1.1 reporter, by centrifugation at 2,500 r.p.m. for 2 h at 35 °C, in a solution containing polybrene (2  $\mu$ g/ml). After transduction, the retroviral supernatant was removed and replaced with same fresh growth media. At day 4, retrovirally transduced bone marrow cells ( $1 \times 10^6$  cells/mouse) were intravenously transferred into Rag2<sup>-/-</sup> mice irradiated at 9.5 Gy. Six weeks later, mice were sacrificed and naive T cells that express the transgenes (CD4<sup>+</sup>CD25<sup>low</sup>CD62L<sup>hi</sup>CD44<sup>low</sup>Foxp3<sup>-</sup>Thy1.1<sup>+</sup>) were sorted.

#### **Pharmacological activation of Nr4a2-ER chimeric molecule in mouse model of allergic airway inflammation.**

$1 \times 10^5$  Nr4a2-ER-Tg or non-Tg (express only Thy1.1 reporter) OT-II naive T cells were intravenously transferred into TCR $\beta$ <sup>-/-</sup> mice (set as day 0). From day 8, mice were intraperitoneally administered 0.3 mg tamoxifen (MP Biomedicals) dissolved in corn oil (Sigma), for 5 consecutive days. At day 10 and 17, mice were intraperitoneally injected with

100 µg OVA (Sigma) in 1 mg of Imject™ Alum Adjuvant (Thermo Fisher Scientific). From day 21, mice were nasally challenged with OVA (5% in PBS) by nebulizer for 15 min, for 5 consecutive days. One day after final nasal challenge with OVA, mice were sacrificed, and samples were collected from spleen, lung, and BAL for analysis.

### **Statistical analysis**

*p* values were calculated with Graphpad Prism software and R. *p* values of less than 0.05 were considered significant. All error bars in graphs represent SEM calculated at least three replicates. Data were assessed for normal distribution and plotted in the figures as mean ± SD. No samples or animals were excluded from the analyses. Differences between two treatment groups were assessed using two-tailed, unpaired Student *t* test with Welch's correction. Comparisons for more than two groups with only one variable were assessed using one-way ANOVA with an appropriate post hoc tests (e.g., Bonferroni's test and Kruskal-Wallis test). Statistical tests for comparisons of  $\geq$  two groups with two variables were performed with two-way ANOVA with Sidak test.

## Supplemental References

Kadkhodaei, B., Ito, T., Joodmardi, E., Mattsson, B., Rouillard, C., Carta, M., Muramatsu, S., Sumi-Ichinose, C., Nomura, T., Metzger, D., *et al.* (2009). Nurr1 is required for maintenance of maturing and adult midbrain dopamine neurons. *J Neurosci* 29, 15923-15932.

Komatsu, N., Mariotti-Ferrandiz, M.E., Wang, Y., Malissen, B., Waldmann, H., and Hori, S. (2009). Heterogeneity of natural Foxp3<sup>+</sup> T cells: a committed regulatory T-cell lineage and an uncommitted minor population retaining plasticity. *Proc Natl Acad Sci U S A* 106, 1903-1908.

Tamiya, T., Ichiyama, K., Kotani, H., Fukaya, T., Sekiya, T., Shichita, T., Honma, K., Yui, K., Matsuyama, T., Nakao, T., *et al.* (2013). Smad2/3 and IRF4 play a cooperative role in IL-9-producing T cell induction. *J Immunol* 191, 2360-2371.

How the deposited data were processed for this re-analysis (not part of the article)

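Transcripts were measured on 4 single-colour Agilent mouse expression arrays, with 1 array each for WT naive T, Nr4a-TKO naive T, WT iTreg at 3 h and Nr4a-TKO iTreg at 3 h. The naive cells came from bone marrow chimeras: Nr4a-TKO cells from recipients of mixed WT and Nr4a-TKO marrow, and WT cells from recipients of WT marrow. Arrays of iTreg cells at 24 h and the sequencing data were not used here.

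For each array, the authors deposited the scanner software's output, with the mean intensity of each spot, the median intensity of its local background, a processed intensity that is background-subtracted and detrended within the array, and flags for spots well above background, saturated or outlying. The probe coordinates in these files are on mm9. The authors also deposited a value table on the log2 scale. Their methods name RMA in GeneSpring, while the table was found to be log2 of the processed intensity minus the 75th percentile of each array.

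From the spot intensities, values were computed with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 to read the files. The steps follow RMA: normexp background correction of the mean intensity with the local background and an offset of 0, quantile normalization across the 4 arrays, log2, and the mean over the spots of a probe. Control spots and spots with an outlier flag were left out, which removed between 115 and 160 flagged spots per array. Later steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Of 56605 probes, 41700 carry a current gene symbol, 1517 were named by their transcript and 519 by a synonym in the RefSeq table of GRCm38.p6, which was used for names only, 8038 kept the name in the files and 4831 have none. This gave 32498 genes with values. A gene took the probe with the highest mean over the 4 arrays.

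The median foreground intensity was between 44.8 and 45.4 per array, and the median local background between 20 and 21. A probe not well above background was raised to the lowest value of any probe well above background on the same array, unless its own value was higher. This limit was 3.45 for WT naive T, 3.37 for Nr4a-TKO naive T, 3.43 for WT iTreg at 3 h and 3.07 for Nr4a-TKO iTreg at 3 h. A difference was computed where at least 1 of the 2 arrays was well above background. The threshold was 2-fold, as in the paper. With 1 array per group a difference between 2 conditions has no spread between replicates to be tested against, and no p-value is given. An additive model of genotype and stage was not fitted, because its only residual is their interaction, which the paper's conclusion concerns. The spread of repeated spots was taken from 285 to 287 probes per array with at least 5 spots.

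The genes with Nr4a motifs, Ets motifs or both were read from Fig. S4 and are described without a set test. Other lists were written before the data were examined, as were the settings, the alternatives and the rule for naming genes: targeted genes, activation genes, Th and Treg genes, AP-1 genes, Ets factors, control genes, genes of the sex chromosomes and markers of naive T, memory T, Treg, B, myeloid, erythroid and CD8 T cells. For the activation and marker lists, the median is given with its percentile among 10000 random lists of the same size, each gene matched within 100 ranks of mean expression. Genes are named where the paper names or prints them, where a list holds them, or where they are among the 5 largest differences in each direction between the genotypes or between the changes, taken over genes with a symbol that were well above background on the 4 arrays. Values of the largest of these in each direction are given. The gene classes of the Treg signature without motifs are not listed in the paper's text and were not analysed here.

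The alternatives were scaling of the processed intensity to the 75th percentile, a normexp offset of 50, no background correction, the deposited values, the mean of all probes of a gene, a stricter filter on dim probes, no such filter, the mean in place of the median, and thresholds of 1.5-fold and 3-fold. A further one, the mean of each gene's linear level relative to its own median over the arrays, was added after the values were seen. The counting of genes more than 2-fold apart was tested on simulated data for Nr4a-TKO against WT naive T with 39098 probes, of which 200 were changed. It recovered 99.5% of them and placed 19 unchanged probes past 2-fold. The changed probes were all bright and changed by the same amount. The noise was set from repeated spots within an array, and the local background was the same on every array. These numbers therefore leave out changes of dim probes and variation between arrays, and are not the accuracy of the counts on the real arrays.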

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

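The tests on the Nr4a probes, on genes near the 3 loci, on B cell genes, on single probes, on the genes apart at both stages and on opposite changes were chosen only after these results were seen. The tests of sex, other cell types, previously activated cells and DNA of another strain in naive T were not.

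Nr4a1 and Nr4a2 transcripts were not lower on the arrays labelled Nr4a-TKO, a signal that the paper does not report. At 3 h the log2 difference, Nr4a-TKO minus WT, was 0.48 for Nr4a1 and 1.38 for the brighter Nr4a2 probe, and in naive T it was 1.33 and 0.19. If the labels had been exchanged at 1 of the 2 stages, genes apart at both stages would mostly differ in opposite directions. Only 9 did, against 71 in the same direction, which argues against such an exchange. With the labels as given, a share of cells that kept the alleles gives a level between none and that of WT, and so cannot by itself give Nr4a2 a log2 difference of 1.37, the lower of its 2 probes. Under either labelling some Nr4a transcripts are reached by the probes, since all 6 were well above background on the 4 arrays and Nr4a1 rose by 4.29 on the arrays labelled WT and by 3.43 on those labelled Nr4a-TKO. An exchange at both stages would by itself lower the signal on the arrays labelled WT, and the Nr4a3 probes at -1.85 and -1.46 at 3 h go against it, while the highest Nr4a3 probe, at 0.19, lies in another part of the same gene. Transcripts still made from the targeted alleles, with the labels as given or with an exchange at both stages beside them, cannot be told apart, because which part of each gene the alleles lack was not analysed here. A biological explanation, such as a loss of feedback of the proteins on their own transcripts, was not tested.

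In naive T the paper compares the genotypes by chromatin and, in Fig. 4G, by transcripts of Treg signature genes. Over all genes on the arrays, 832 were more than 2-fold apart (443 higher and 389 lower on the array labelled Nr4a-TKO). The design has no control sample, and the measure of comparison is the spread of repeated spots, 0.18 on the log2 scale. Sex is argued against, since the largest difference of a Y-linked gene was 0.38. By the paper's methods, both genotypes were sorted as CD4+ cells with high CD62L, low CD44 and no Foxp3. Such a sort selects against other cell types and previously activated cells, but its purity is not known here. Cells of another type in 1 of the 2 sorts cannot be told apart, because the myeloid and erythroid lists hold members that go both ways and the CD8 list holds 2 genes. The myeloid genes had a median of 0.027 (percentile 61.4) with values from -0.85 to 0.42, and the erythroid genes 0.06 (64.3) with values from -1.57 to 0.51. The CD8 genes had -0.13 (37.8), with both below 0 but within the spread of repeated spots. The B cell and MHC class II genes had 0.69 (percentile 100) with 7 of 8 above 0, H2-Aa at 1.61 among them. B cells would bring all their abundant transcripts, and Cd79b at -0.56 and Ms4a1 at 0.10, within the spread of repeated spots, go against them. The other members go with them, so B cells cannot be told apart. Previously activated cells in the sort of either genotype cannot be told apart. The memory T cell genes had a median of -0.12 (percentile 10.8) with values from -2.16 for S100a4 to 1.03 for Id2 (0.95 with a normexp offset of 50), and the naive T cell genes -0.09 (13.3).

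Further explanations of the 832 genes concern place and noise. DNA of another strain around the knockout alleles cannot account for most of them, since 789 lie more than 10 megabases from the 3 loci. Near the loci the share was 4.97% against 3.52% elsewhere, at percentile 95 of 1000 random sets of 3 loci, and at percentile 83.8 at 3 h. Within 5 megabases it was at percentile 93.8 in naive T, while at 3 h it was lower than elsewhere, 2.98% against 3.66%, at percentile 33.3. A contribution there cannot be told apart from chance, because 1 array per group gives no error for the share. Of all genes apart in naive T, 92 had a second probe well above background, and it showed the difference in 22.8%, against 62.1% for the change from naive T to 3 h in WT. The share was 13.2% for the 68 apart in naive T only and 50% for the 24 apart at both stages. Noise of single probes may therefore account for many of the differences seen in naive T only. The different sources of the naive cells, mixed chimeras for Nr4a-TKO and WT chimeras for WT, are confounded with the genotype and were not tested, nor was the genotype itself.

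In both naive T and iTreg at 3 h, 71 genes were more than 2-fold apart in the same direction, 44 higher and 27 lower on the arrays labelled Nr4a-TKO. With independent stages, 3.27 would be expected among the 19799 genes well above background on the 4 arrays, so noise of single arrays is argued against for the set. DNA of another strain is argued against for most, since 64 lie more than 10 megabases from the loci. A second probe showed the difference at more than 2-fold for 12 of the 24 genes that had one. Examples are Nrn1, with 3.62 in naive T and 3.39 at 3 h, Prelid2 with 2.73 and 3.35, Kcnk5 with -3.39 and -2.25, and Slc15a2 with 3.29 and 4.27, whose 6 probes range from -0.08 to 4.27 at 3 h. These examples were chosen after their values were seen. Since the cells at 3 h were cultured from naive cells, a difference in the starting cells stays open beside the genotype, as untested.

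A total of 9 genes moved more than 2-fold in opposite directions from naive T to 3 h, 6 up on the arrays labelled WT and down on those labelled Nr4a-TKO and 3 the reverse. The difference between the genotypes was not tested. Against them stand 1161 genes up and 1090 down on both. Examples, chosen after their values were seen, are Atp8b3, with 2.41 in WT and -2.29 in Nr4a-TKO, and Il4i1, with -1.51 and 2.56. Noise of single probes cannot be told apart from a difference of genotype here, because 0 other probes of these genes were well above background on the 4 arrays.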

How the results depend on the processing

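The mean of relative levels was chosen only after the values were seen, and the other alternatives and tests were not. No paired analysis was possible because the labels carry no replicate numbers that pair arrays and no result comes from a test. Over all alternatives, 216 summary results stayed within the spread of repeated spots or within 1.5 times of their count. Of the others, 81 moved further and 3 changed sign. Among single genes, these numbers were 347, 220 and 3. The slope of the overall response and the signs of the Nr4a1 and Nr4a2 differences held throughout. Where nothing else is said, the cause was not tested. Probes near background limit all counts between the genotypes.

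With scaling to the 75th percentile, the median change with Nr4a motifs in WT went from 1.28 to 1.51, the genes higher at 3 h on the array labelled Nr4a-TKO from 409 to 649, and Osbpl3 in WT from -2.39 to 0.40, because its other probe then represents it. With the deposited values these were 2.20, 671 and 0.42, and in naive T 677 genes were higher (443) and 602 lower (389).

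A normexp offset of 50 shrinks differences of dim probes by its construction. With it, the median change with Nr4a motifs was 0.74 in WT and 0.61 in Nr4a-TKO (0.97), their difference at 3 h -0.23 (-0.48), and with both motifs the Nr4a-TKO change was 0.37 (0.92) and the paired difference 0.042 (-0.20). Genes higher at 3 h numbered 958 in WT (1950) and 846 in Nr4a-TKO (1845). Between the genotypes, 75 were higher and 102 lower (453) at 3 h, 101 higher and 87 lower in naive T, and 23 apart at both stages (71). Of the motif genes, 16 rose in WT (26), 13 in Nr4a-TKO (20) and 11 in both (19), while 7 were lower (12) and 1 higher (2) at 3 h. In naive T, Nr4a1 differed by 1.07 (1.33) and 1 Nr4a2 probe by 0.37 (0.76), and at 3 h the lower Nr4a3 probes by -1.60 (-1.85) and -1.24 (-1.46).

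Without background correction, which also compresses dim probes by its construction, the median with Nr4a motifs in WT was 0.98, that with both motifs in Nr4a-TKO 0.58 and its paired difference -0.010. In Nr4a-TKO 1224 genes were higher at 3 h. Between the genotypes, 164 were higher and 188 lower at 3 h, 187 and 168 in naive T, 40 at both stages, and 1 motif gene was higher. The same Nr4a2 probe differed by 0.55 in naive T and Osbpl3, again by its other probe, changed by 0.21 in WT.

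With the mean of all probes, the median with Nr4a motifs in Nr4a-TKO was 0.62, that with both in WT 0.78 (0.38), and 1 motif gene was higher. Requiring signal on all 4 arrays gave 0.68 for both motifs in Nr4a-TKO, 197 genes higher and 168 lower at 3 h, and 190 and 163 in naive T. Without the filter, the medians in Nr4a-TKO were 0.67 with Nr4a motifs and 0.51 with both, whose paired difference was 0.12 and difference at 3 h -0.034 (-0.28). Then 907 genes were higher and 871 lower at 3 h, 922 and 853 in naive T, and 230 apart at both stages.

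The mean in place of the median gave 0.75 in WT (0.48), 0.51 in Nr4a-TKO (0.26) and -0.54 at 3 h (-0.07) with Ets motifs, and 1.16 in WT with both. The mean of relative levels, chosen after seeing the values, gave 0.75 in WT and a paired difference of 0.24 (-0.41) with Nr4a motifs. With Ets motifs it gave 1.09, 0.50, a paired difference of -0.60 (-0.09) and -0.83 at 3 h, and with both 1.25 and 1.19.

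The threshold changes counts by its construction. At 1.5-fold, 3918 genes were higher at 3 h in WT and 3867 in Nr4a-TKO, 1238 higher and 1209 lower between the genotypes at 3 h, 1197 and 1208 in naive T, 276 at both stages, and 4 motif genes were higher. At 3-fold these were 769, 629, 136 and 203, 172 and 166, 18, and 1, with 6 motif genes lower.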

Differences from the paper's values

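The mean of relative levels was chosen only after the values were seen, and the other alternatives named here were not.

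The paper's values were read by eye from Fig. 4G. The paper does not state how the genes of a class were summarized there, so its ratios and those given here need not be the same measure. For the genes with Ets motifs, the paper's ratio of iTreg at 3 h over naive T in WT is about 2.5 in Fig. 4G, and the arrays gave 1.39. Of the alternatives set before the data were examined, the mean in place of the median, with 1.69, lies within 1.5 times of the paper's value. The others, from 1.24 to 1.57, do not. The mean of relative levels, chosen after seeing the values, gave 2.13 and is within it too.

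For the genes with Ets and Nr4a motifs, the paper's ratio in WT is about 2.6 in Fig. 4G, and the arrays gave 1.30. Among the alternatives set before the data were examined, the mean in place of the median, with 2.23, is within 1.5 times of it, and the others, from 1.21 to 1.72, are not. The mean of relative levels, chosen after seeing the values, gave 2.37.

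The ratio of Nr4a-TKO over WT at 3 h was nearer 1 on the arrays than in the paper for each class. With Nr4a motifs, the paper's ratio is about 0.42 in Fig. 4G against 0.717 here, and no alternative came within 1.5 times, those set before the data were examined giving 0.677 to 0.853 and the mean of relative levels 0.754. With Ets motifs, the paper's ratio is about 0.57 in Fig. 4G against 0.951 here. Of the alternatives set before the data were examined, only the mean in place of the median, with 0.690, came within 1.5 times, and the others, from 0.874 to 0.975, did not. The mean of relative levels, chosen after seeing the values, gave 0.564. With both motifs, the paper's ratio is about 0.42 in Fig. 4G against 0.823 here, and no alternative came within it, those set before the data were examined giving 0.784 to 0.977 (0.785 with the deposited values) and the mean of relative levels 0.767.

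The paper states that genes of these classes were not induced in Nr4a-TKO cells. In Fig. 4G, the Nr4a-TKO ratio of 3 h over naive T is about 1.4 (Nr4a motifs), 1.7 (Ets motifs) and 1.4 (both). The arrays gave 1.953, 1.198 and 1.892, each within 1.5 times of the paper's value. Alternatives outside it gave 2.201 (Nr4a motifs, signal on all 4 arrays), 1.116 (Ets motifs, offset of 50) and 2.286 (both, mean of relative levels). The WT ratio with Nr4a motifs, about 2.7 there and 2.427 here, was also within it, but alternatives gave 1.672 to 4.579. Of the 26 genes more than 2-fold higher at 3 h on the arrays labelled WT, 19 were also more than 2-fold higher on those labelled Nr4a-TKO, 6 were not, and 1110032F04Rik was not well above background on either of the latter, which goes with the paper's statement. Under the alternatives for normalization, probes, filter and threshold, between 11 and 23 of the genes measured in both were higher in both and between 4 and 7 in WT only.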

Other observations

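Of the tests here, those of weaker activation, normalization and compression over the 3 motif classes together and that of sex at 3 h were planned. The tests by class, of the naive level, of B cells at 3 h, of Treg cells in the WT sort and of scaling for the activation genes were chosen only after the result was seen.

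The smaller rise of the motif genes on the arrays labelled Nr4a-TKO, a median paired difference of -0.22, was weighed against 3 technical explanations. A weaker activation of the whole culture would scale down the response of all genes. The slope of the principal axis over all genes was 0.933, however, and activation genes did not rise less. The normalization stays open for the classes together, since the difference shrank to -0.087 with a normexp offset of 50, which also compresses other differences. By class, the normalization cannot be told apart either. Nearest 0 among the 4 other normalizations, the median difference was -0.25 for the genes with Nr4a motifs, and the highest for those with both was 0.042, but 7 of 11 and 10 of 20 genes lie below 0, so the members go both ways. Signal compression cannot be told apart, because no spot was saturated and the 48 genes well above background on every array kept a median difference of -0.14 with 27 of 48 below 0, members that go both ways. The genes with both changes measured had medians of 0.70 in WT and 0.50 in Nr4a-TKO. Dependence on Nr4a factors, the paper's explanation, stays open beside these and was not tested with 1 array per group.

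Of the 12 motif genes more than 2-fold lower at 3 h on the array labelled Nr4a-TKO, 3 were more than 2-fold lower in naive T as well, and 7 of the 11 measured were lower at all. A difference already present in naive T thus does not account for most of them. They include Ecm1 at -1.27, Ift80 at -1.64 (-2.50 in naive T, and -0.75 at 3 h with a normexp offset of 50) and Rgs16 at -2.91, which still rose by at least 2.89 on the arrays labelled Nr4a-TKO against 5.18 in WT. Tgfbr1 went the other way, with a change of 3.17 against 1.47 in WT and a difference at 3 h of 2.15. No biological explanation was tested.

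At 3 h sex is argued against as a source of genotype differences, since the largest difference of a Y-linked gene was 0.68 (Eif2s3y), and Xist was near background. The B cell and MHC class II genes were higher on the array labelled Nr4a-TKO, with a median of 0.81 (percentile 100) and 8 of 8 genes above 0. Over all settings tried the median was between 0.54 and 0.94, with at least 7 of 8 above 0. B cells in the culture cannot be told apart, because Ms4a1 differed by 0.065 and was no higher, while Cd79b was higher at 3 h after being lower in naive T. Expression of these genes by the T cells was not tested. The list's genes were all well above background on the arrays of both labels.

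Foxp3 was lower on both arrays labelled Nr4a-TKO, by a log2 difference of -1.31 in naive T (7.41 and 6.10) and -1.35 at 3 h. With a normexp offset of 50 both were under 2-fold, at -0.89 and -0.94. The paper's methods sorted naive cells of both genotypes without Foxp3, which selects against Treg cells. Any Treg cells left in the WT naive sort cannot be told apart from an effect of genotype. The median of the Treg genes in naive T was -0.014 (percentile 59.5) over members that go both ways, with Ikzf2 at -1.37 (-0.83 with the offset), Izumo1r at 1.37 and Gpr83 at 1.56. At 3 h that median was 0.27 (percentile 99.7).

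The activation genes were higher on the naive T array labelled Nr4a-TKO, with a median of 0.16 (percentile 99.96) and 10 of 14 genes above 0. At 3 h it was 0.12 (percentile 98.2). Scaling of the arrays is argued against, since the naive median nearest 0 under the 4 other normalizations was 0.14. Handling of the cells before lysis and a stronger stimulation of naive cells in the mixed chimeras could each raise such genes. Neither was tested, and 1 array per group does not separate them from the genotype. Irf4 was higher by 1.25 in the same comparison, and by 0.86 with a normexp offset of 50.

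Among genes with a symbol that were well above background on the 4 arrays, the largest differences in naive T were Cntn1, higher by 4.37 on the array labelled Nr4a-TKO, though its other probe gave 0.29, and Armc9 at -3.46, whose 5 probes range from -4.58 to 0.04. Among the other marker lists at 3 h, the median was -0.20 for naive T genes (percentile 0.66), 0.31 for memory T genes (99.9), -0.14 for myeloid genes (7.12), 0.38 for erythroid genes (96.5) and -0.45 for the 2 CD8 genes (6.77).

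At 3 h Il2 was higher on the array labelled Nr4a-TKO by 1.19 and Il21 by 1.47, but the other Il21 probe differed by -0.20, and with a normexp offset of 50 the differences were 0.96 for Il2 and 0.67 for Il21. Ifng was well above background only on the 3 h array labelled Nr4a-TKO, and its difference of 1.15 at 3 h is a bound. Il13 differed by 0.10. Il4, Il5, Il9 and Il10 were not well above background on any array. The median difference of the 12 measured Th and Treg genes was -0.13 in naive T and 0.24 at 3 h, with a sign at 3 h that depends on the settings. Over 14 AP-1 genes it was 0.10 in naive T and over 13 it was 0.19 at 3 h. Batf differed by 0.66 in naive T and 0.33 at 3 h, and Batf3, not well above background at 3 h on the array labelled Nr4a-TKO, differed by -0.91 as a bound. Ets1 and Fli1 changed from naive T to 3 h by -2.25 and -2.65 in WT and by -2.09 and -2.10 in Nr4a-TKO, while the 5 Ets and Runx factors had a median genotype difference of -0.03 in naive T and 0.24 at 3 h. The 4 control genes Hprt, Gapdh, Actb and B2m differed between the genotypes by -0.18 to 0.20 in naive T and by -0.27 to -0.00 at 3 h.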
